# Characterization of the Polycomb-Group Mark H3K27me3 in Unicellular Algae

**DOI:** 10.3389/fpls.2017.00607

**Published:** 2017-04-26

**Authors:** Pawel Mikulski, Olga Komarynets, Fabio Fachinelli, Andreas P.M. Weber, Daniel Schubert

**Keywords:** Polycomb, PcG, H3K27me3, *Cyanidioschyzon merolae*, algae, intein, protein splicing, telomere

## Abstract

Polycomb Group (PcG) proteins mediate chromatin repression in plants and animals by catalyzing H3K27 methylation and H2AK118/119 mono-ubiquitination through the activity of the Polycomb repressive complex 2 (PRC2) and PRC1, respectively. PcG proteins were extensively studied in higher plants, but their function and target genes in unicellular branches of the green lineage remain largely unknown. To shed light on PcG function and *modus operandi* in a broad evolutionary context, we demonstrate phylogenetic relationship of core PRC1 and PRC2 proteins and H3K27me3 biochemical presence in several unicellular algae of different phylogenetic subclades. We focus then on one of the species, the model red alga *Cyanidioschizon merolae*, and show that H3K27me3 occupies both, genes and repetitive elements, and mediates the strength of repression depending on the differential occupancy over gene bodies. Furthermore, we report that H3K27me3 in *C. merolae* is enriched in telomeric and subtelomeric regions of the chromosomes and has unique preferential binding toward intein-containing genes involved in protein splicing. Thus, our study gives important insight for Polycomb-mediated repression in lower eukaryotes, uncovering a previously unknown link between H3K27me3 targets and protein splicing.

## Introduction

In the eukaryotic cells, transcription state is dependent on the underlying chromatin state. The fundamental structure of chromatin is based on a nucleosome, a complex of 147bp-long fragments of DNA wrapped around the core histone proteins (H2A, H2B, H3, H4). Chromatin state can be influenced by post-translational modifications deposited on the histones, either by direct structural changes in the nucleosomes or recruitment/displacement of secondary proteins involved in chromatin remodeling or transcription. The presence of particular histone modifications often determines the type of the chromatin and correlates with transcriptional activity of the target DNA. Among those, tri-methylation of lysine 27 on histone H3 (H3K27me3) and mono-ubiquitination of histone H2AK118/H2AK119 (H2AK118ub/H2AK119ub) are commonly associated with transcriptionally silent facultative heterochromatin.

Deposition of H3K27me3 and H2AK118ub/H2AK119ub is mediated by Polycomb group (PcG) proteins, whose function was initially shown to control developmentally regulated processes and maintain cell identity (Papp and Müller, 2006; Schuettengruber et al., 2007) in both, animals [reviewed in Schwartz and Pirrotta (2008)] and plants [reviewed in Köhler and Villar (2008)]. PcG proteins form distinct complexes, like Polycomb Repressive Complex 2 (PRC2), involved in H3K27 trimethylation [in metazoans Pcl-PRC2 complex (Nekrasov et al., 2007; Müller and Verrijzer, 2009)], and Polycomb Repressive Complex 1 (PRC1), responsible for H2A mono-ubiquitination. PRC2 in *Drosophila melanogaster*, where it was initially discovered, consists of four core subunits: Enhancer of zeste [E(z)], a catalytic component needed for methylation of H3K27; Extra Sex Combs (ESC), a WD40 motif-containing protein that scaffolds interactions within the complex; Suppressor of zeste (Su(z)12), a Zinc Finger subunit essential for binding of PRC2 to nucleosomes and p55, a nucleosome remodeling factor (Schwartz and Pirrotta, 2013). In turn, PRC1 is formed by: dRING/Sex Combs Extra (Sce); Posterior Sex Combs (Psc), both responsible for mono-ubiquitination activity; Polyhomeotic (Ph), essential for maintaining protein-protein interactions; and Polycomb (Pc), involved in recruitment of the complex to chromatin; and Sex comb on midleg (Scm), important for spreading of PcG silencing (Schwartz and Pirrotta, 2013). Both complexes are functionally connected with each other. In the canonical hierarchical model, initially introduced H3K27me3 mark is recognized by PRC1 and followed by H2A mono-ubiquitination to maintain the repression. However, it was shown that the mechanism of PcG-mediated repression can happen as well in the opposite order, with PRC1 introducing its modification prior to PRC2 activity (Yang et al., 2013; Del Prete et al., 2015).

Polycomb-group complexes were identified also in the plant kingdom. Core PRC1 complex in model flowering plant *Arabidopsis thaliana* consist of AtRING1a/b (equivalent to dRING/Sce), AtBMI1a/b/c and EMF1 (equivalent to Psc), and LHP1 (equivalent to Pc). Although a wide range of PRC1-associated proteins exists (Chen et al., 2016), it is unclear how the combinations of different subunits depend on specific temporal and spatial conditions. In contrast to PRC1, composition of the *Arabidopsis* PRC2 complex is better characterized. *Arabidopsis* PRC2 subunits underwent gene duplication, resulting in the presence of different, partially redundant or independently acting PRC2 complexes (Derkacheva and Hennig, 2014). In the *Arabidopsis* genome the following PRC2 components can be identified: three E(z)-homologs – CURLY LEAF (CLF), SWINGER (SWN), MEDEA (MEA); three Su(z)12-homologs – EMBRYONIC FLOWER 2 (EMF2), VERNALIZATION 2 (VRN2), FERTILIZATION INDEPENDENT SEED 2 (FIS2); as well as single gene subunits: ESC-homolog – FERTILIZATION INDEPENDENT ENDOSPERM (FIE) and p55-homologs – MULTICOPY SUPPRESSOR OF IRA 1-5 (MSI1-5).

One of the aspects of PRC2 biology concerns its origins and the abundance in lower eukaryotes. Due to the absence of PRC2 in the model unicellular species *Saccharomyces cerevisiae* and *S. pombe* (Lachner et al., 2004; Veerappan et al., 2008), the PRC2 appearance was previously thought to co-occur with the emergence of multicellularity. However, high conservation of PRC2 subunits in both, animal and plant lineages implies that PcG genes appeared already in the last common unicellular ancestor (Bowman et al., 2007), before those two kingdoms diverged. In an elegant study, Shaver *et al* (Shaver et al., 2010) identified the novel computational PRC2-homologs in several unicellular species and showed that E(z)-homolog in unicellular green algae *Chlamydomonas reinhardtii* is responsible for mono- and di-methylation of lysine 27 on histone H3. As the tri-methylation activity of *Chlamydomonas* E(z) homolog was not found, this study highlights important differences in the functional conservation of PRC2 components. For instance, although H3K27 tri-methylation is considered to be a prominent histone mark in PRC2-mediated repression, there is a range of H3K27 methylation levels catalyzed by PRC2 that varies between plant and *Drosophila* or mammals. In *Arabidopsis*, PRC2 controls H3K27 tri-methylation and H3K27 di-methylation in the euchromatin (Bastow et al., 2004; Lindroth et al., 2004; Sung et al., 2006), with mono-methylation being catalyzed by ATXR5 and ATXR6 (Jacob and Michaels, 2009; Jacob et al., 2009). However, in metazoans homologs of ATXR5/6 were not found and their PRC2 complexes mediate H3K27 methylation in all contexts (Müller et al., 2002; Ebert et al., 2004; Ferrari et al., 2014). Another difference between species is the type of DNA elements targeted by PRC2. *Drosophila* PRC2 targets both, genes and transposable elements/repetitive sequences (Yin et al., 2011), whereas in *Arabidopsis* the H3K27me3 mark is excluded from the majority of transposable elements/repetitive sequences (Lafos et al., 2011; Deleris et al., 2012; Park et al., 2012).

Even though PRC2-mediated repression has been extensively studied in higher plants and animals, its characterization in lower eukaryotes gathered much less attention. The existence of H3K27me3 in lower eukaryotes is largely unknown (Shaver et al., 2010) and distribution of the mark in the genome and its function were reported only for a handful of species, such as *Neurospora crassa*, *Phaeodactylum tricornutum*, or *Tetrahymena thermophila*. In *N. crassa* H3K27me3 is arranged into broad domains covering 774 genes connected with a full spectrum of functions (Jamieson et al., 2013). In *T. thermophila*, the mark associates with the developmentally regulated genome rearrangements as it occupies sequences eliminated during differentiation of the macronucleus (Liu et al., 2007). In *P. tricornutum*, H3K27me3 covers transposable elements and genes, and its targets are involved in, i.e., signal transduction, development and cell cycle control (Veluchamy et al., 2015).

Given the distinct degrees of phylogenetic conservation of PRC2 and PRC1, and poor characterization of H3K27me3 in lower eukaryotes, we sought to investigate the presence of Polycomb-group homologs and H3K27me3 abundance in several representative unicellular, photosynthetically active eukaryotes. Our scope included the representatives of red algae, green algae and *Glaucophyta* that vary in genome size, genome architecture, ecological niche and metabolism (Matsuzaki et al., 2004; Palenik et al., 2007; Worden et al., 2009; Merchant et al., 2010; Price et al., 2012). After an initial small-scale screen on H3K27me3 presence, we focused on one of the species, *Cyanidioschyzon merolae*, to study genome-wide occupation of H3K27me3 and characterize its targets. *C. merolae* is a unicellular red alga, living in highly acidic environment with high temperatures. It contains a small (16 Mb) genome which was fully sequenced as the first algal genome (Matsuzaki et al., 2004) and assembled as first 100% complete eukaryotic genome (Nozaki et al., 2007). Interestingly, the genome shows extremely simplified structure that contains almost exclusively intron-lacking genes (only 26 genes contain an intron), very low percentage (0,7%) of transposable elements and a novel class of a repetitive element, corresponding to the truncated ORF from White spot syndrome virus (WSV repeat) (Nozaki et al., 2007). Given its unicellularity, evolutionary ancestry, primitive architecture of the genome and availability of sequencing data, we argue that *C. merolae* is a suitable model for studying chromatin repression in an evolutionary context.

Our results confirmed the high conservation of PRC2 core members in lower eukaryotes and the widespread presence of H3K27me3 modification. We report that in *C. merolae* H3K27me3 mark targets both, genes and repetitive elements and is anti-correlated with transcriptional activity. We show that H3K27me3 distribution over its targets is not uniform, but can be grouped into several different clusters that correlate with different levels of repression. Furthermore, we demonstrate that H3K27me3 has a preferential chromosomal localization toward telomeric and subtelomeric regions. For the first time, we also reveal that H3K27me3 target genes are enriched in the functional class of intein-mediated protein splicing. Moreover, by deposition of RNA- and ChIP-sequencing data, we provide a resource for studies on the chromatin and transcriptome in the model red alga *C. merolae*.

## Materials and Methods

### Phylogenetic Analysis and Homology Search

Sequences of PRC1 and PRC2 components from *A. thaliana* and *D. melanogaster* were selected from TAIR10 and NCBI databases, respectively, and used as the queries. Homology searches were done using BLAST against organism-specific databases at: https://phytozome.jgi.doe.gov/pz/portal.html (*C. reinhardtii* v5.5 and *Micromonas pusilla* CCMP1545 v3.0), http://merolae.biol.s.u-tokyo.ac.jp/ (*C. merolae*), http://genome.jgi.doe.gov/Ostta4/Ostta4.home.html (*Ostreococcus tauri* v2.0), http://cyanophora.rutgers.edu/cyanophora/home.php (*Cyanophora paradoxa*).

The highest scoring candidate proteins were used for BLAST searches against the TAIR10 genome annotation to confirm a reciprocal match to the protein used as an initial query. The sequences were aligned using ClustalXv2.0 (Larkin et al., 2007) and conserved blocks were selected by gBlocks v0.91b (Talavera and Castresana, 2007). For substitution model estimation, ProtTestv3.4 was employed (Abascal et al., 2005). Phylogenetic trees were created using a Bayesian approach in Mr Bayesv3.2 (Ronquist et al., 2012), self-compiled developer version r1067 with implemented LG model. The runs were done with 20 mln generations. Sequences from *D. melanogaster* were selected as an out group. Consensus trees and alignments were visualized with Figtree v1.4.2 (Rambaut, 2009) and Jalviewv2 (Waterhouse et al., 2009), respectively.

### Algae Growth

*Cyanidioschyzon merolae* cells were grown at 42°C with shaking at 150 rpm. The cultures were kept under continuous light, with light intensity of 70 μmol.

### Western Blot

Around 50.000 algae cells were diluted in Laemmli’s sample buffer, and 3–7 μl of total protein/lane was subjected to sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) using 12% SDS-polyacrylamide gel. The resolved proteins were transferred onto polyvinylidenedifluoride (PVDF) membranes (Immobilon-P membrane, Milipore) using a Vertical Electrophoresis Cell (Bio-Rad). Following transfer, membranes were washed with phosphate buffered saline containing 0.05% Tween-20 (PBST) and then blocked in 5% milk diluted in PBST for 1 h at room temperature. The membranes were then incubated overnight with anti_H3K27me3 (N 07-449, Millipore or C15410195, Diagenode) and anti H3 (ab1791-100, Abcam) rabbit polyclonal antibodies 1:2000 in PBST containing 5% milk at 4°C. After washing three times for 10 min in PBST, membranes were incubated with peroxidase-labeled secondary antibody for 1 h at room temperature. The membranes were washed three times for 10 min in PBST, incubated with SuperSignal West Femto Chemiluminescence Substrate (Thermo Scientific) for 1 min, and exposed for 1–2 min. Commercial histone extract from calf thymus (Sigma, #9064-47-5) was used as a positive control for H3K27me3 detection.

### Competition Assay

Pre-incubation of anti-H3K27me3 antibody (C15410195, Diagenode) and H3K27me3 peptide (Intavis) was done for 2 h in RT in PBST, with occasional mixing. The peptide-to-antibody molar ratio was 50:1. A control solution – PBST with just antibody at 2X final concentration – was used at the same time. At the end of the pre-incubation, 4% BSA blocking solution was added to the peptide/antibody mixture to a final concentration of 3% BSA, mixed briefly and added to the membranes. After washing three times for 10 min in PBST, membranes were incubated with peroxidase-labeled secondary antibody for 1 h at room temperature. The membranes were washed three times for 10 min in PBST, incubated with SuperSignal West Femto Chemiluminescence Substrate (Thermo Scientific) for 1 min, and exposed for 1–2 min.

### Chromatin Immunoprecipitation

*Cyanidioschyzon merolae* cells were grown until late log-phase. 40 ml samples were fixed [Formaldehyde, 1% (v/v)] for 10 min, until addition of glycine (to final concentration of 125 mM, 5 min incubation). Superfluous formaldehyde was removed by three washes with ice cold PBS buffer and the remaining cell pellet was resuspended in 4 ml of Extraction Buffer (50 mM Tris-HCl pH 8, 10 mM EDTA, 1% SDS) with Protease Inhibitor Cocktail (Roche). The samples were sonicated for 5 min with 30 s ON/30 s OFF cycle using Bioruptor Plus device (Diagenode) and cleared by two rounds of centrifugation (13000 rpm, 4°C, 10 min). Subsequent steps were performed as in the Plant ChIP-seq kit protocol (Diagenode) with higher volume of sample taken aside as an input (1:5 of chromatin for IP). Immunoprecipitation was done using anti-H3K27me3 Polyclonal Premium antibody (C15410195, Diagenode) and, as a negative control, IgG fraction from rabbit (C15410206, Diagenode). Quality and fragment size of immunoprecipitated DNA and input samples were measured using agarose gel electrophoresis and Bioanalyzer 2100 (Agilent Technologies).

### Real Time PCR

DNA samples obtained from ChIP were used for H3K27me3 enrichment analysis for several target genes by real-time quantitative PCR. Reactions were prepared using KAPA SYBR FAST qPCR Mastermix (KapaBiosystems), according to the manufacturer’s protocol, and run on an iQ5 detection system (Biorad) using a 2-step program. Differences in H3K27me3 enrichment on target genes were scored by comparison of % recovery of input and standard error values. 5′- > 3′ sequences of oligonucleotides used for amplification were as follows: CmMADS- forward: GGATGAGAAAGCGAGAAATACGA and reverse: TCACAATGCCGATCTCACAG; CmEIF-4A – forward: TGTACGATATGATCCAGAGAAGAG and reverse: TGTAGATTTGCTCCTTGAAACC; Cm60S – forward: AAGTTTCGCTGTACGCTTGG and reverse: TAACCAGGACCATATCGCCG.

### ChIP-seq

DNA library was prepared with MicroPlex Library Preparation Kit (Diagenode) and sequenced on HiSeq 2000 sequencer (Illumina Inc.). Quality of paired-end raw reads was assessed using FastQC v0.11.4. The reads were trimmed according to the quality and mapped to the reference in Bowtie v2.2.6, with standard options. Peaks were called using MACS v2.1 with exclusion of clonal reads. The new annotation from the *C. merolae* Genome Project v3^1^ was employed as a reference. The correlation between ChIP-seq replicates was scored using Pearson correlation and shown in Supplementary Figure S3A. The data was deposited in the Gene Expression Omnibus under the series GSE93913.

### RNA Extraction and RNA-seq

*Cyanidioschyzon merolae* cells were grown until late log-phase. RNA was isolated using RNeasy Plant Mini Kit (Qiagen), following a standard protocol. cDNA synthesis and DNase treatment were performed using RevertAid First Strand cDNA Synthesis Kit (Thermo Scientific) with oligo(dT) primers, according to a standard manual. The quality and concentration of samples were measured spectrometrically using Nanodrop 1000 (Thermo Scientific) and electrophoretically using Bioanalyzer 2100 (Agilent Technologies). Libraries were constructed using TruSeq RNA Library Prep kit (Illumina) with gel-free library purification based on Agencourt AMPure XP beads (Beckman Coulter, Inc.). The samples were sequenced on HiSeq 2000 device (Illumina Inc.). Paired-end raw sequencing reads were analyzed using Galaxy implementations (usegalaxy.org) of FastQC program and Tuxedo protocol (Trapnell et al., 2012). The new annotation from *C. merolae* Genome Project v3 was employed as a reference. 

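RNA-seq values were compared between 3 libraries of *C. merolae* strain 10D, which the authors deposited as FPKM, fragments per kilobase of locus scaled to the number of mapped fragments. Each library lists the same 6823 annotated loci. Pearson's r of FPKM was 0.826 between libraries 1 and 2, 0.796 between libraries 1 and 3, and 0.957 between libraries 2 and 3. On the scale of log2(FPKM + 1) it was 0.961, 0.959 and 0.983 for the same pairs, and Spearman's rho was 0.958, 0.959 and 0.991. Without the 1% of loci with the highest mean FPKM, Pearson's r of FPKM was 0.883, 0.915 and 0.956. These coefficients are across loci, which are not independent replicates, and no p-value was calculated for them. Some loci were listed at 0 in one library and high in another. A total of 59 loci, 21 of them under 300 bp, were listed at 0 in at least 1 library and at 10 FPKM or more in another, and 25 of them differed in this way between libraries 2 and 3. An FPKM of 0 at such loci can be a failed estimate, but at short loci the high value can instead rest on very few fragments. By the confidence limits used below, CMB167R was listed at 2485 FPKM in library 2 from 1 fragment, and CMD089Z at 1260 from 3.

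The number of fragments behind each FPKM was read from its confidence limits, which lie 2 SD on either side of the value. Under Poisson sampling it is the square of the FPKM divided by its SD. This number was used only at the 4955 loci that overlap no other locus. Among those of them with fewer than 50 implied fragments, it was within 0.05 of a whole number at 66.4% of loci in library 1, 73.2% in library 2 and 72.0% in library 3, where chance gives 10%. At loci that overlap another it was whole at 8.89%, 9.80% and 11.0%, so there it is not the number of fragments. The difference between a pair of libraries was then set against this sampling noise with an index, the mean over loci of the chi-square of their fragments, which is 1 for independent sequencing of one RNA. Over the 4381 such loci with more than 20 implied fragments in each library, the index was 21.7 between libraries 1 and 2, 20.8 between libraries 1 and 3, and 0.272 between libraries 2 and 3. In simulated pairs the index was 1.02 with no shared fragments and 0.497 with 50% of the fragments shared. Libraries 2 and 3 thus differed by less than the sampling noise and were counted as 1 sample. Their mean was used as 1 replicate beside library 1, which gives n = 2 for each mean given with an SD.

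Library 1 differed from the other 2 libraries with the length of the locus. The median log2 difference of library 1 from the mean of libraries 2 and 3 was -1.20 at 126 gene loci shorter than 300 bp, -0.42 at 582 loci of 300 to 600 bp, and 0.07 at 1279 loci of 2000 to 4000 bp. Of 6095 loci with a mean FPKM of at least 1, 746 differed by more than 1.5 times between libraries 1 and 2, 694 between libraries 1 and 3, and 77 between libraries 2 and 3.

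**Figure D1:**
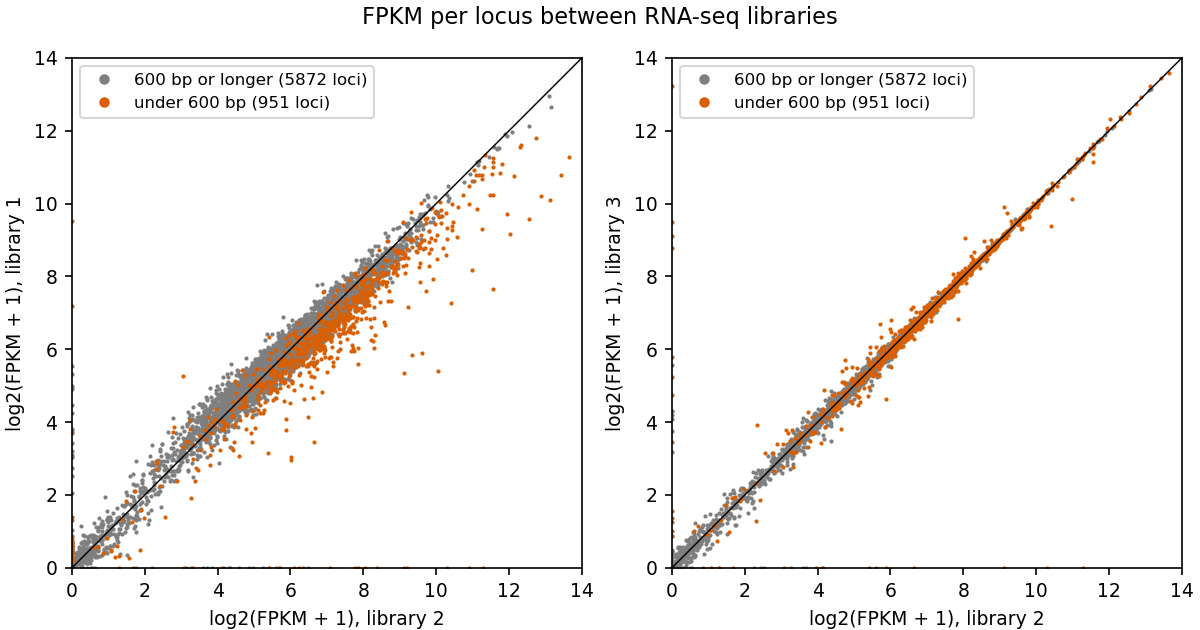
Each point is one of 6823 loci, with log2(FPKM + 1) in library 2 on the x axis and in library 1 (left) or library 3 (right) on the y axis, and the line marks equal values. Loci under 600 bp (orange) mostly lie below the line for library 1 and along it for library 3, and points on the axes are listed at 0 in one library.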

The correlation between replicates in RNA-seq experiment was scored using Pearson correlation and shown in Supplementary Figure S4. The data was deposited in the Gene Expression Omnibus, under the series GSE93912.

### Bioinformatic Secondary Analysis of NGS Data

Identified H3K27me3 peaks were annotated by intersection with the reference using Bedtools v2.17 (Quinlan and Hall, 2010). Sequences from unannotated peaks were translated *in silico* to ORF in HMMER2GO v0.17 software and the longest ORF was used for homology searches by BLASTP/Pfam against respective protein databases. Alternatively, unannotated peak sequences were used for homology searches by BLASTN against NCBI nucleotide databases: nr/nt and ref_seq. Homology searches were performed in BLAST+ standalone package v2.2.28+ (Camacho et al., 2009). Alignment threshold was set as follows: >50% alignment length and <0.5 *E*-value. Complete genome records in nucleotide databases were used to form negative GI list and excluded from the BLASTN searches. Only the top alignment hit was included in the further analyses. Distance between peak and annotated genomic feature was obtained using ‘closest’ command from Bedtoolsv2.17. Mapping of the reads was visualized in IGV v2.3 (Thorvaldsdóttir et al., 2013). Clustering of H3K27me3 enrichment was done on deepTools2 (Ramirez et al., 2016). Gene ontology was inferred by using Singular Enrichment Analysis on the AgriGO server (Du et al., 2010) against complete GO list. Protein annotations were extracted from UniProtKB database and used as reference. To select significantly enriched GO terms, Fisher test with Yekutieli adjustment was used a statistical method. *P*-value was set to 0.05 and minimal number of entries kept at 5.

## Results

### Conservation of PRC1 and PRC2 Homologs

In order to assess evolutionary conservation of Polycomb complexes, we performed phylogenetic analysis in the species from various groups of lower plants. We focused on the representatives from subclades: Chlorophyta (green algae), Rhodophyta (red algae), Glaucophyta and Embryophyta. For comparison, a representative from Metazoa, *D. melanogaster*, was included as well. Using reciprocal BLAST searches with full length proteins from *A. thaliana* or *D. melanogaster*, we identified homologs of PRC1 and PRC2 members in several species (**Table 1**).

**Table 1:** Number of identified homologs of PRC2 and PRC1 components in selected species.

Clade		E(z)	ESC	Suz12	P55	BMI1/Psc	RING1A/Sce	LHP1/Pc	EMF1	Scm	H3
Metazoa	*D. melanogaster*	1	1	1	1	1	1	1	0	1	∼100
Embryophyta	*A. thaliana*	3	1	3	6	3	2	1	1	0	15
Chlorophyta	*C. reinhardtii*	1	2	0	2	1	1	0	0	0	35
Chlorophyta	*M. pusilla*	1	1	1	2	0	1	0	0	0	5
Chlorophyta	*O. tauri*	1	1	1	2	0	0	0	0	0	4
Rhodophyta	*C. merolae*	1	1	1	2	0	0	0	0	0	4
Glaucophyta	*C. paradoxa*	0	0	0	2	0	1	0	0	0	12

We found a general absence of PRC1 components: Psc/BMI1, Pc/LHP1, EMF1 and Scm in the algal genomes analyzed, with an exception of Psc/BMI1 homolog in *C. reinhardtii*. In contrast, the RING1 subunit is widely conserved, suggesting a mono-ubiquitylation activity unrelated to PRC1 in algae and protein moonlighting (Jeffery, 2003). In general, an abundance of RING1 homologs in chlorophytes, but the absence of other PRC1 components in lower branches of Archaeplastida used here is consistent with the previous studies (Hennig and Derkacheva, 2009; Berke and Snel, 2015; Chen et al., 2016) and agrees with the notion of lower PRC1 conservation and potential loss of the complex in several phylogenetic branches.

Homology searches on PRC2 revealed broad distribution of complex components: E(z), ESC and p55, consistently with results published elsewhere (Shaver et al., 2010; Butenko and Ohad, 2011; Kim et al., 2013). Importantly, p55 in higher eukaryotes has various functions and participates also in other complexes than PRC2 (i.e., chromatin assembly factor 1 [CAF1)]. Therefore it still remains to be proven whether a role of p55 homologs is Polycomb-related in lower plants. Moreover, we observed an absence of Suz12 from *C. reinhardtii* and *C. paradoxa*. Similarly to the other studies (Shaver et al., 2010), the lower abundance of this subunit shows that Suz12 was lost in several species, despite the presence of the other PRC2 components. Interestingly, we did not detect any core PRC2 members in the *Cyanophora* representative. Given that E(z) and ESC homologs were present in the representatives of Rhodophyta and Chlorophyta, it suggests the existence of PRC2 in the common algal ancestor and subsequent loss of the complex from *Cyanophora*. However, we could not exclude technical issues coming from incomplete annotation and incorrectly predicated protein models in the *Cyanophora* genome. In addition, we identified mostly one homolog per complex component in all screened species, apart from *Arabidopsis*, which adds another piece of evidence to the frequent gene duplication occurring in flowering plants.

Overall, our results agree with the ancient presence of core PRC2 components and the frequent losses of the Suz12 subunit and PRC1 complex members.

### Phylogenetic Relationship of PRC2 Homologs

Phylogenetic analyses on the conserved domains or full sequences of core PRC2 homologs in lower and higher plants with the creation of Neighbor-Joining (NJ) trees revealed grouping into several distinct classes (Shaver et al., 2010; Kim et al., 2013; Huang et al., 2016). In a different approach, we extracted amino acid sequences from the most abundant PRC2 members, aligned them and automatically selected only the conserved blocks in the multiple alignment (see Material and Methods). With such prepared sequences we created Bayesian trees for E(z)z, ESC and Su(z)12 homologs. Consistently with the published data, the homologs formed defined clades. Bayesian trees for E(z) and ESC sequences generally resolved the evolutionary distance between groups (**Figures 1A,B**). In those cases, we found separation of representatives of Rhodophyta and Viridiplantae, with species from Chlorophyta and Embryophyta forming separate subclades within the latter. The exceptions included one of the ESC homologs from *C. reinhardtii* (CrESC.1), which clustered together with the *C. merolae* homolog, rather than the other green algae. In turn, our analysis on Su(z)12 detected distinct clades for the organisms from Embryophyta, Chlorophyta and Rhodophyta, without grouping of *Arabidopsis* and green algae sequences (**Figure 1C**). Moreover, we noted a phylogenetic distance between *C. merolae* and any other species for all the three proteins.

**FIGURE 1:**
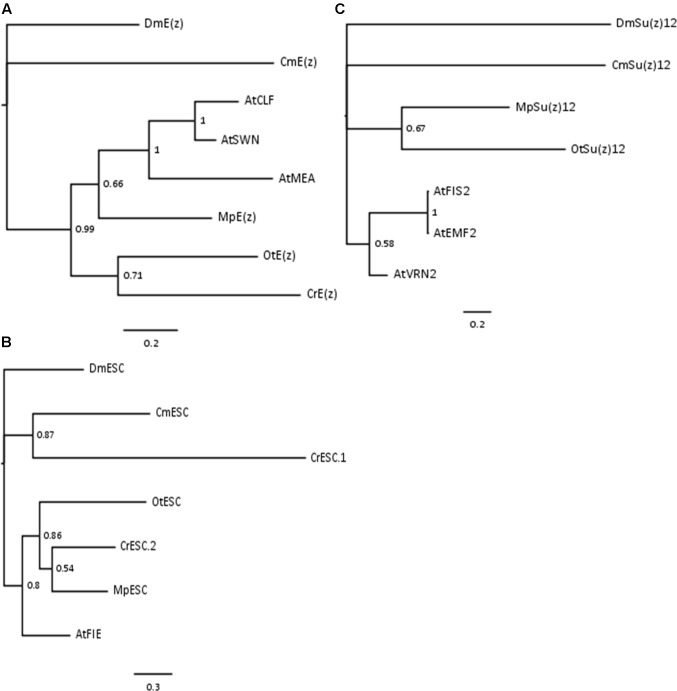
**Bayesian-inferred phylogenetic trees on conserved blocks from homologs of core PRC2 components.** Consensus trees were generated by MrBayes v2 and visualized in FigTree v1.4. Clade credibility values are depicted at the nodes. Branch length corresponds to the rate of expected mutations per site in the protein sequence, according to relevant scale bar below each tree. Sequences from *D. melanogaster* were selected as outgroups. Two-letter abbreviations represent species’ names: Dm – *D. melanogaster*; Cm – *C. merolae*; At – *A. thaliana*; Mp – *M. pusilla*; Ot – *O. tauri*; Cr – *C. reinhardtii*. **(A)** Phylogenetic tree on E(z) homologs. Conserved blocks selected from multiple alignment on following homologs (UniProtKB ID or protein/transcript name from resource databases indicated): DmE(z) – P42124; CmE(z) – CMQ156C; AtCLF – AT2G23380; AtSWN – AT4G02020; AtMEA – AT1G02580; MpE(z) – 59369; OtE(z) – 6642; CrE(z) – Cre17.g746247.t1.1. **(B)** Phylogenetic tree on ESC homologs. Homologs included in the analysis: DmESC – Q24338; CmESC – CMK173C; AtFIE – AT3G20740; MpESC – 49065; OtESC – 22117; CrESC.1 – Cre16.g693750.t1.1; CrESC.2 – Cre03.g180050.t1.1. **(C)** Phylogenetic tree on Su(z)12 homologs. Homologs included in the analysis – DmSu(z)12 – Q9NJG9; CmSu(z)12 – CML082C; AtFIS2 – AT2G35670; AtEMF2 – AT5G51230; AtVRN2 – AT4G16845; MpSu(z)12 – 9357; OtSu(z) – 13623.

In summary, our results on Bayesian phylogenetic trees on conserved sequence blocks are in agreement with the published NJ trees using the full length (Kim et al., 2013) or domain-only (Shaver et al., 2010) sequences. Given high conservation of domain architecture in core PRC2 components between the subclades (Shaver et al., 2010; Kim et al., 2013), we conclude that PRC2 is widely distributed and already evolved in a common unicellular ancestor.

### Conservation of Histone H3 Sequences in Various Eukaryotic Organisms

As PRC2 has the canonical function to methylate lysine 27 in histone H3, we decided to analyze protein sequence conservation of histone H3. Amino acid sequences of algal histone H3 were retrieved from the databases of respective genome sequencing projects (see materials and methods) or NCBI, using the canonical histone H3.1 from *Arabidopsis* as a query (Okada et al., 2005). The results revealed a presence of multiple H3 genes in all of the species studied (**Table 1**). Noteworthy, we detected an equal amount of histone H3 gene copies as in the published reports for *M. pusilla* and *C. reinhardtii* (Cui et al., 2015). The number of H3 gene copies in *D.* was taken from the published results (McKay et al., 2015).

Next, the closest H3 homologs between the species were aligned using ClustalX and visualized with Jalview. The alignment revealed overall high amino acid conservation and a presence of lysine-27 in all studied species (**Figure 2**). Moreover, we noted that the sequences around lysine-27, including the underlying motif ARKS, does not show any sequence divergence with an exception of *C. reinhardtii*, which contains threonine-28 instead of serine-28. The results suggested that there is the potential for introduction of the H3K27me3 modification in most of species analyzed. However, in *C. reinhardtii* the presence of threonine-28 next to lysine-27 might not permit detection using commercial antibodies against the methylated H3K27. Moreover, a mass spectrometry analysis on *Chlamydomonas* histone H3 did not reveal the presence of the H3K27me3 modification (Shaver et al., 2010).

**FIGURE 2:**
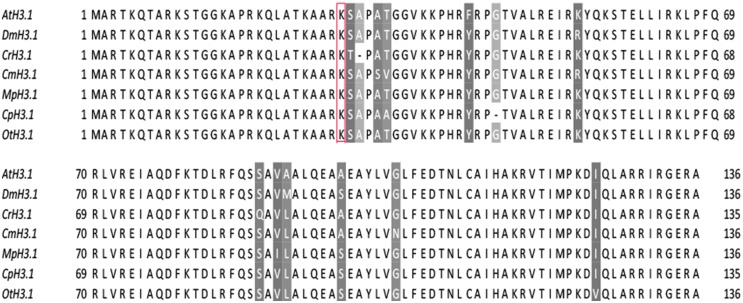
**H3 sequence conservation.** AtH3.1 was used a query for BLAST searches against databases of respective species. The closest homologs were selected and used for multiple alignment in ClustalX, visualized afterward in Jalview v2.9. Color-shading marks non-conserved residues. Red frame correspond to lysine-27, a residue typically modified by PRC2.

### Detection of H3K27me3

Given the phylogenetic conservation of PRC2 core components and high similarity of amino acid composition of histone H3 in the vast majority of the species, we sought to examine H3K27me3 presence in total protein extracts from selected organisms. Isolated proteins from crude extract were separated on a SDS-PAGE gel and detected using two independently raised anti-H3K27me3 antibodies. Our results revealed the presence of the H3K27me3 modification in *M. pusilla*, *O. tauri*, *C. paradoxa*, and *C. merolae* (**Figures 3A,B**). In order to decipher H3K27me3 relative abundance, we performed western blotting for histone H3 (**Figure 3D**) and calculated H3K27me3/H3 ratios based on band intensity quantification. We detected different relative amounts of the modification in the studied species (**Figure 3E**), with the lowest H3K27me3/H3 ratios for *M. pusilla* and *O. tauri*, intermediate for *C. merolae* and the highest for *C. paradoxa*.

**FIGURE 3:**
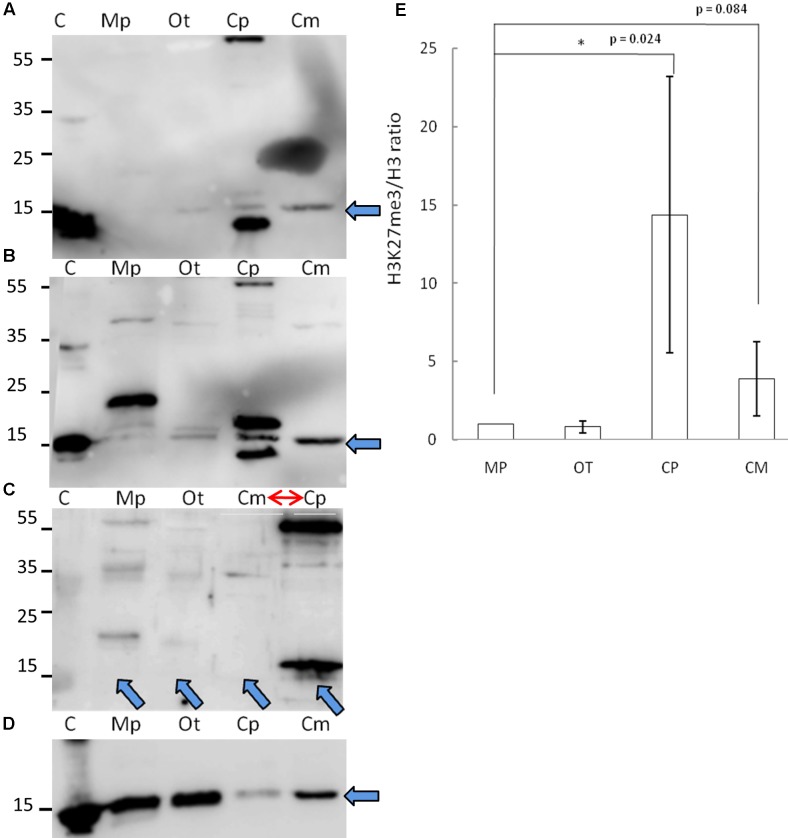
**Biochemical detection of H3K27me3 histone mark.** **(A,B,D)** Western blot analysis of H3K27me3 in different algae (C – histone powder control, Mp – *M. pusilla*, Ot – *O. tauri*, Cp – *C. paradoxa*, Cm – *C. merolae*). Membranes were incubated with antibodies against H3K27me3 [Millipore, N07-449 **(A)** and Diagenode, C15410206 **(B)**] and H3 [Abcam, ab1791-100 **(D)**]. The arrows indicate the band of interest. **(C)** Competition assay done after Western blotting with primary antibodies against H3K27me3 from **(B)**. Note the order change of the samples (red arrow). **(E)** Quantification of Western blotting. Intensity of the bands was obtained using ImageJ. H3K27me3/H3 protein level ratio of three independent experiments is shown. *P*-values were calculated using Student *t*-test. A single asterisk indicates a significance level of *p* < 0.05. Error bars represent standard deviation.

Due to the fact that one of the antibodies detected proteins in the sizes not corresponding to histones, we performed protein competition assay for the confirmation of specific band reactivity. After preincubation with H3K27me3 peptide, we did not detect any band corresponding to this modification for a commercial histone extract from calf thymus (positive control), as well as for *M. pusilla*, *O. tauri*, and *C. merolae* (**Figure 3C**), suggesting a specificity of the antibody. Intensity decrease of the band corresponding to H3K27me3 for *C. paradoxa* was accompanied by the overall signal loss, including the bands of the other molecular weight proteins. Therefore, the presence of H3K27me3 in *C. paradoxa* remains inconclusive.

In summary, we were able to biochemically identify and confirm a presence of H3K27me3 in *M. pusilla*, *O. tauri* and *C. merolae*. This result is consistent with our phylogenetic analyses and suggests that the PRC2 complex is active in these species. For *C. paradoxa*, the biochemical results are unclear: potential absence of H3K27me3 mark would correspond to the lack of PRC2 homologs identified in its genome. Differences in relative H3K27me3 amounts between species imply, e.g., a distinct abundance of genomic targets of H3K27me3 or different H3K27me3 enrichment levels per genomic region. Further work should decipher an impact of such differences in the evolutionary context.

### Characterization of H3K27me3 Target Genes

Based on the broad distribution of PRC2 genes, high sequence conservation of histone H3 and specific signal detected with the anti-H3K27me3 antibody on a protein blot, we selected one of the species, *C. merolae*, to investigate the H3K27me3 abundance further. Firstly, we asked whether the modification has similar targets as in the other organisms. Reciprocal BLAST searches between protein databases of *C. merolae* and *A. thaliana* were used to detect homologous genes of known *A. thaliana* PRC2 targets (Supplementary Figure S1). We selected a MADS box-containing gene CMA095C (CmMADS) as nearly all *Arabidopsis* MADS box genes carry H3K27me3. For negative controls, estimated not to be targeted by H3K27me3, homologous genes for EUKARYOTIC ELONGATION FACTOR EIF4A (CMK028C, CmEIF4A) and 60S RIBOSOMAL PROTEIN L23 (CMS262C, Cm60S) were taken.

Next, we performed Chromatin-immunoprecipitation (ChIP) using anti-H3K27me3 antibody and analyzed the expression of candidate genes by RT-PCR. As a result, we were able to show significant enrichment of H3K27me3 on CmMADS and low abundance of the mark on negative targets: CmEIF4A and Cm60S (**Figure 4**). Overall, we were able to identify positive target of H3K27me3 and show high enrichment of the mark comparing to negative loci.

**FIGURE 4:**
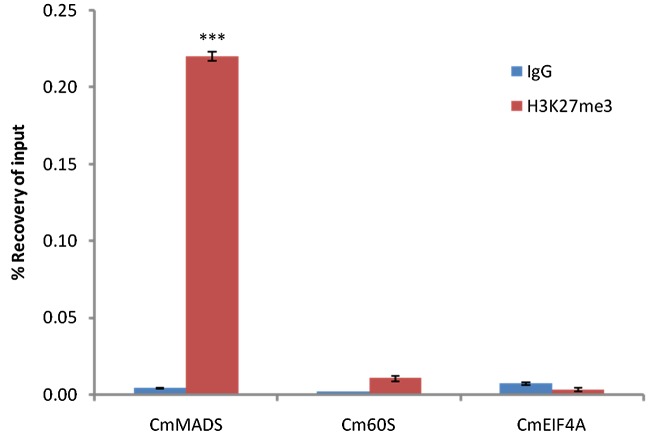
**H3K27me3 abundance on selected genes from *C. merolae*.** Chromatin immunoprecipitation was performed using H3K27me3 antibody (#C15410195, Diagenode) and IgG (#C15410206, Diagenode) for negative control, followed by RT-PCR analysis on a putative H3K27me3 target (CmMADS) and housekeeping genes as the putative non-H3K27me3 targets (Cm60S, CmEIF4A). Selected genes relate to following locus IDs from *C. merolae* genome project: CmMADS – CMA095C, Cm60S – CMS262C, CmEIF4A – CMK028C. Error bars correspond to the standard deviation from three biological replicates. Significance was calculated using Student’s *t*-test for the comparison between CmMADS and either, Cm60S, or CmEIF4A. A triple asterisk indicates the significance level of *p* < 0.001.

### H3K27me3 Genome-wide Distribution – Peak Identification

In order to characterize the targets of H3K27me3 and the distribution of H3K27me3 peaks in a genome-wide scale, we created a sequencing library and performed chromatin-immunoprecipitation coupled with sequencing (ChIP-seq) for the samples: H3K27me3-bound DNA, H3-bound DNA (both in triplicate) and input.

Cleaning raw sequencing reads, mapping to the reference genome and peak calling with input or H3 sample for normalization, let us identify more than 1300 H3K27me3 peaks per replicate (**Figure 5A**). The peaks cover 14% of total nuclear genome length, with an average peak size of 1792 bp. Good quality of the data was confirmed by a high number of H3K27me3 peaks in the overlaps between the biological replicates, as well as the high correlation values of the reads’ occupancy (Supplementary Figure S3)

**FIGURE 5:**
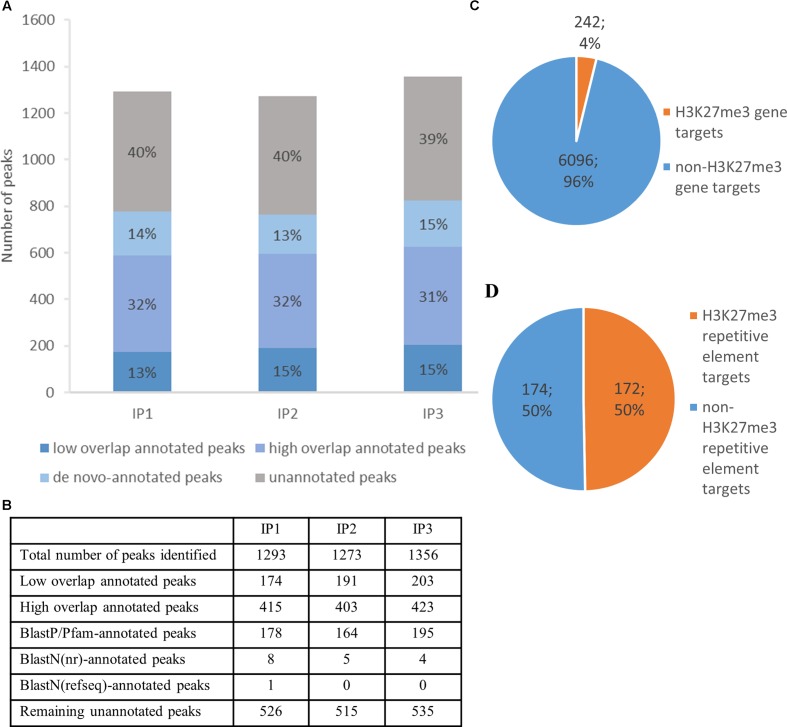
**H3K27me3 genome-wide distribution and peak annotation.** **(A,B)** – Number of peaks identified in three different biological replicates from chromatin immunoprecipitation experiment (IP1-3) in ‘high overlap annotated peaks,’ ‘low overlap annotated peaks’ category, ‘*de novo*-annotated’ and ‘unannotated’ categories (see main text). **(C,D)** – Characterization of H3K27me3 peaks according to genomic element type. High overlap H3K27me3 peaks cover 242 genes, which amounts to 4% of total gene number **(C)** or 172 repetitive elements, 50% of total repetitive element number **(D)**. Both, loci of hypothetical proteins and transcripts, were included in total gene number.

Next, we compared H3K27me3-peak coordinates with the loci in *C. merolae* reference genome. We applied a threshold of 50% overlap of the locus length and successfully annotated ca. Six hundred peaks (‘high overlap annotated peaks’) (**Figure 5A**). The remaining peaks corresponded to the reference loci covered by H3K27me3 in less than 50% of their length (‘low overlap annotated peaks’) and to the unannotated peaks without any overlap with reference loci. We concluded that the unannotated peaks are the intergenic regions and/or uncharacterized genomic features missing in the current annotation. Considering the second possibility, we used several strategies to find *de novo* annotation of unknown peaks.

Firstly, we *in silico* translated sequences from the unannotated peaks and searched for open reading frames (ORFs) within them. We found ORFs for all of the unannotated peaks and used them for BLASTP/Pfam searches against the NCBI non-redundant protein sequence database (nr database) or Pfam protein database. Using a specific alignment threshold (alignment length > 50%; *E*-value < 0.5), we could annotate further 178, 164, and 195 peaks for biological replicate 1, 2, and 3, respectively (**Figure 5B**). In the second approach, we extracted DNA sequences of the unknown peaks and used BLASTN searches against the NCBI nucleotide collection (nr/nt database) and NCBI transcript reference sequences (refseq_rna database). The hits surpassing the alignment threshold (alignment length > 50%, *E*-value < 0.5) were compared to BLASTP/Pfam output, which allowed to annotate next 4 to 8 peaks, depending on the biological replicate (**Figure 5B**). In general, our sequence homology searches helped to detect *de novo* annotation of 13–15% peaks from their total number, depending on the biological replicate (**Figure 5A**).

We reasoned that the remaining unknown peaks after *de novo* annotation corresponded to the regions containing promoters and the other regulatory elements of neighboring annotated elements. Given the high density of genes along the chromosomes in *C. merolae* (Matsuzaki et al., 2004), such regions would reside close to 5′ or 3′ gene ends, but would not be present in the annotation. In order to validate this idea, we calculated average distances between gene locations and unannotated peaks. We compared distributions between peaks successfully aligned to BLASTP database (annotated peaks) and the ones showing no significant alignment (unannotated peaks), assuming that BLASTP-aligned peaks truly correspond to novel genes missing in our reference, rather than uncharacterized *cis* elements. However, we did not observe major differences between distances calculated for annotated and unannotated peaks (Supplementary Table S1), suggesting that unannotated peaks do not exclusively correspond to *cis* regulatory elements of known genomic elements. Further development of *C. merolae* genome annotation should deepen our understanding about these remaining uncharacterized H3K27me3 peaks.

### H3K27me3 Genome-wide Distribution – Genomic Feature

Next, we sought to investigate the genomic feature profile underlying H3K27me3 peaks. We picked a stringent group of high overlap annotated targets, removed duplicates (two peaks spanning one genomic element) for each replicate and selected a consensus set of features that appear in any two out of three replicates. As a result, we found that H3K27me3 covers 242 genes, which amounts to 4% of *C. merolae* total gene number (**Figure 5C**). On the other hand, we also detected 172 H3K27me3-bound repetitive elements. Given very low repetitive element occupancy in the *C. merolae* genome (0,7% transposable elements + 5% WSV repeats) (Nozaki et al., 2007), H3K27me3 seems to be predominantly present on repetitive elements, covering as much as 50% of their total number (**Figure 5D**). We noted that the enrichment on both, genes and repetitive elements, is in concordance with the studies in *Drosophila* (Yin et al., 2011). Interestingly, the predominant enrichment of H3K27me3 on repetitive elements was found also in diatom *P. tricornutum* (Veluchamy et al., 2015), suggesting an ancestral role of Polycomb-mediated gene regulation in guarding the genome.

### H3K27me3 Is a Silencing Mark in *C. merolae*

Next, we wanted to characterize the correlation of H3K27me3 enrichment with the expression of its targets. In order to decipher expression level on a genome-wide scale, we performed a RNA-seq experiment on reverse-transcribed RNA extracted from *C. merolae* cultures. The sequencing reads were mapped to the reference genome and expression level was assessed based on the FPKM values. 

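The RNA-seq data were 3 libraries of polyadenylated RNA from liquid cultures of *C. merolae* strain 10D, a unicellular red alga, all of one condition. The cultures were shaken at 150 rpm in continuous light of 70 μmol and a temperature of 42°C until late log-phase. There was no second condition, so comparisons were made between classes of loci within the same cultures. The authors put paired-end reads through FastQC and the Tuxedo protocol in Galaxy, with the annotation of the *C. merolae* Genome Project v3, and deposited the gene table of Cufflinks for each library separately. Mapping, the division of reads between similar loci and the scaling to FPKM are therefore already contained in the values, and read counts were not given beside them. At the 4955 loci that overlap no other locus, the confidence limits of the FPKM values imply a total of 1.30e+07 fragments in library 1, 2.88e+06 in library 2 and 2.98e+06 in library 3. The median protein-coding locus of these had 1620 implied fragments in library 1, 354 in library 2 and 371 in library 3. The axes of Supplementary Figure S4, read by eye, reach similar numbers of fragments in the 3 libraries, and which depth holds is unresolved. Limits of this kind cover the counting of fragments and leave out differences between cultures.

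All 6823 loci carried the status OK. The last letter of the locus identifier was used as the class of a locus. Of the loci, 5044 end in C, and the 4803 of these that the RefSeq table of assembly ASM9120v1 lists are all protein-coding there. A further 797 end in Z, 521 in T (miscellaneous RNA in RefSeq), 115 in R (transfer and ribosomal RNA) and 346 in X. The number ending in X equals the total number of repetitive elements in **Figure 5D**, and these loci were taken as the repetitive elements and the other 6477 as genes. The number of genes does not equal the paper's total of 6108, and neither do the 6170 genes on nuclear chromosomes. The mean FPKM of all genes was 100.4 in library 1, 125 in library 2 and 127 in library 3, which gives 113 ± 18.0 (SD, n = 2, with libraries 2 and 3 counted as 1). Their median FPKM was 52.7 ± 0.785 (SD, n = 2). The mean moved most without the 1% of loci with the highest FPKM, to 88.4 over the 3 libraries. Classes were compared on the scale of log2(FPKM + 1) of the mean of the 3 libraries, with two-sided permutation tests of the class labels over loci and 100000 resamples. Differences on this scale understate the differences between low values.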

We intersected the FPKM data with H3K27me3-binding profile and distinguished genes and repetitive elements for the analyses.

We found that both, H3K27me3-covered genes and H3K27me3-covered repetitive elements are on average significantly less expressed than non-H3K27me3 targets (**Figure 6**), confirming that the H3K27me3 modification in *C. merolae* is highly correlated with gene repression. Moreover, we noted that the general level of repetitive element expression is lower than gene expression, irrespectively of the H3K27me3 status. These results suggest the existence of additional mechanisms involved in repression of the repetitive elements.

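Repetitive elements were compared with genes irrespective of H3K27me3, since the class of every locus is known from its identifier. The mean FPKM of the 346 repetitive elements was 5.22 in library 1, 5.34 in library 2 and 5.46 in library 3, or 5.31 ± 0.129 (SD, n = 2). In the same libraries the mean of genes was 19.2, 23.4 and 23.2 times that of repetitive elements. The medians were further apart, with an FPKM of 0.411 ± 0.0158 (SD, n = 2) for repetitive elements. The 10 highest repetitive elements held 45.6% of the summed FPKM of the class. The values of single elements are uncertain, because the authors' counting could have divided reads between copies and because 82 of the 346 elements overlap another locus. The 264 elements that overlap no locus had a mean FPKM of 4.92 over the 3 libraries. The median length was 2591 bp for repetitive elements and 1334 bp for genes. By the confidence limits, 167 of these 264 repetitive elements and 4462 of the 4691 genes without overlap had more than 3 fragments in every library, 3 being the limit that a count of 0 allows. A total of 41 repetitive elements and 373 genes were listed at 0 in all 3 libraries. Of these, 39 repetitive elements and 263 genes overlap another locus, where reads can have been counted at the other locus, so a value of 0 was not read as a lack of expression.

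The mean log2(FPKM + 1) of repetitive elements differed from that of genes by -4.31, with p = 1e-05 in the permutation test over loci, the smallest p that 100000 resamples can give. Adjusted by the Benjamini-Hochberg method over the 3 comparisons of classes of loci, p was 1.5e-05 in the permutation test. The test treats loci as independent, although copies of repetitive elements could share divided reads. It also kept the loci that overlap another, and no alternative left them out. The difference was -4.24 in library 1, -4.31 in library 2 and -4.30 in library 3 alone. It moved most among loci with a mean FPKM of at least 1, to -2.97, where 113 repetitive elements were left, and was -5.53 with a pseudocount of 0.1. Of the repetitive elements, 97.1% had a mean FPKM below the median gene, and 10 reached or exceeded it. From the difference between the classes in **Figure 6**, the paper proposes that further mechanisms take part in the repression of repetitive elements.

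**Figure D2:**
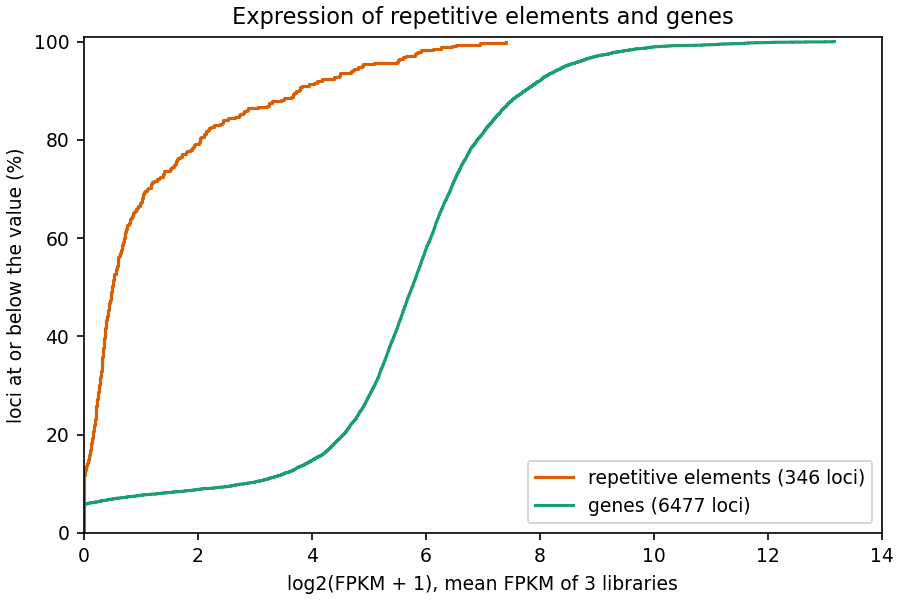
Cumulative share of loci (y axis, percent) by log2(FPKM + 1) of the mean of 3 libraries (x axis) for 346 repetitive elements and 6477 genes. The curve of repetitive elements rises near 0 and that of genes mostly above 4.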

**FIGURE 6:**
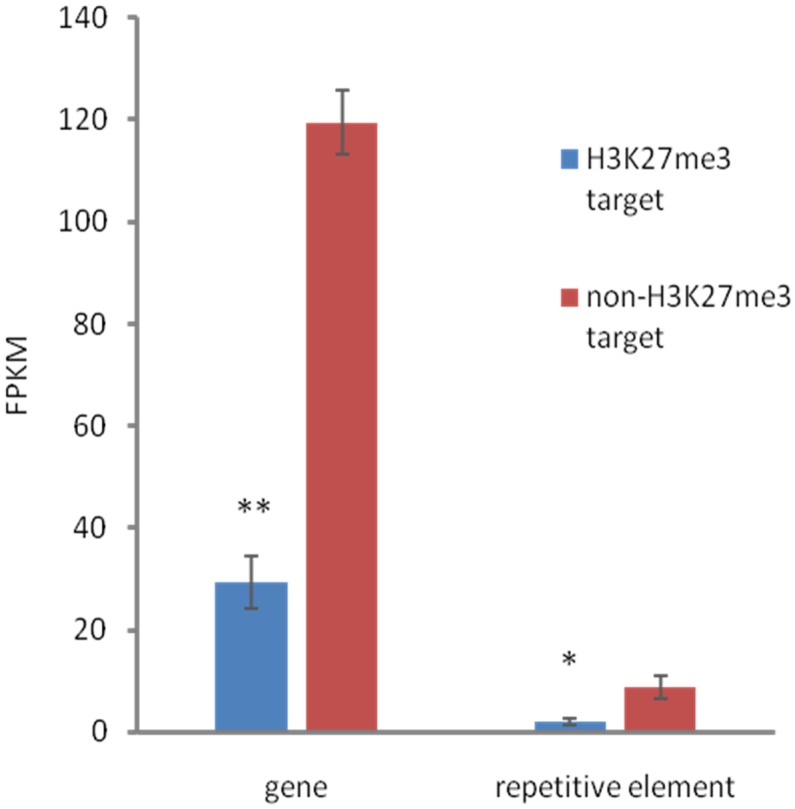
**Relationship between expression and H3K27me3 presence.** H3K27me3 occupancy is anti-correlated with expression level in both, genes and TEs. Expression was estimated based on FPKM values obtained from RNA-seq experiment. Student *t*-test was used to calculate significance. ^∗∗^*p*-value < 0.01, ^∗^*p*-value < 0.05. Error bars represent standard error (SE).

### H3K27me3 Gene-body Distribution

H3K27me3 enrichment has a broad distribution over gene bodies in plants (Zhang et al., 2007; Yang et al., 2014) or gene bodies and flanking regions in animals (Pauler et al., 2009; Cerase et al., 2014) and diatoms (Veluchamy et al., 2015). To inspect the distribution of the mark in *C. merolae*, we calculated average H3K27me3 enrichment over genic coordinates and observed that H3K27me3 covers gene bodies, 0.5 kb upstream and 0.5 kb downstream regions (Supplementary Figure S2). This general approach obscured whether all targets show similar, broad distribution of H3K27me3 or whether the differential enrichment subgroups are present among the targets. We therefore performed k-means clustering on the results. Our analysis identified four clusters with the preferential presence of H3K27me3 at gene bodies (cluster 1), the 0.5 kb downstream region (cluster 2), and the 0.5 kb upstream region (cluster 3) (**Figure 7A**). Cluster 4 contains non-H3K27me3 targets.

**FIGURE 7:**
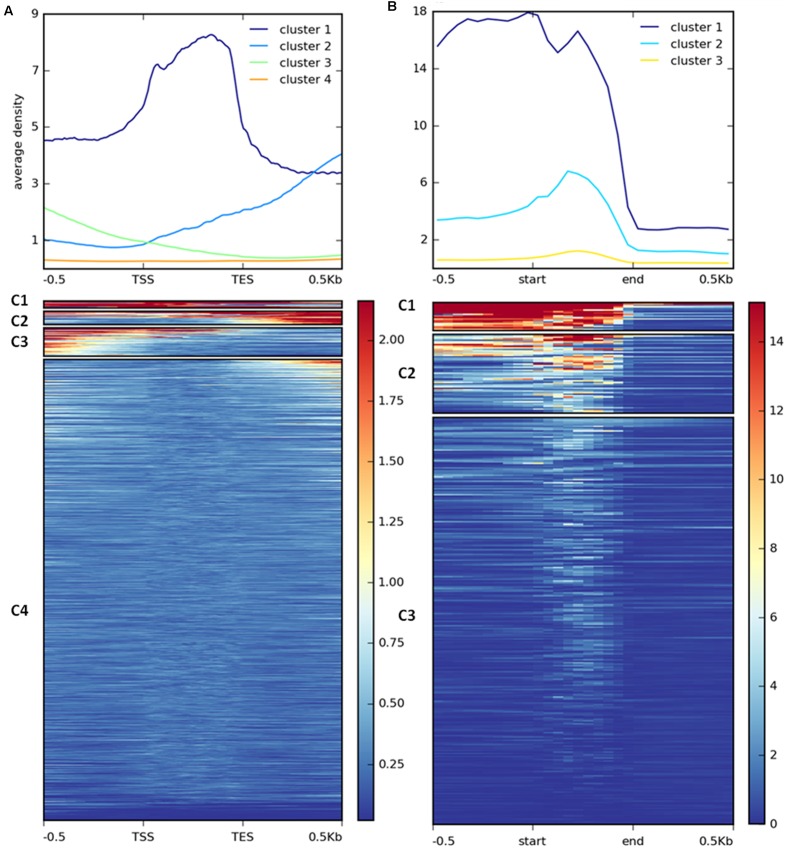
**Clustering of H3K27me3 gene body enrichment.** Coverage of ChIP-seq H3K27me3 reads normalized to input was calculated and used to generate matrix with gene **(A)** or repetitive element **(B)** locations as reference. The reads were scaled to 500 bp windows and flanking regions set to 500 bp. Matrix files served as an input for heatmap generation and K-means clustering in deepTools2.

As distinct H3K27me3 enrichment clusters impact target gene activity differently in some other species (Young et al., 2011; Veluchamy et al., 2015), we asked whether gene expression level varies between the H3K27me3 clusters in *C. merolae*. H3K27me3 differential enrichment compared with RNA-seq data revealed that clusters 1–3 correlate with the gene repression, albeit to an uneven extent. Cluster 1 correlated with the strongest repression level, whereas clusters 2 and 3 correlated with a similar, milder repression (**Figure 8A**). Thus, the strongest silencing effect was seen for H3K27me3 distribution at the gene bodies, similarly to the diatom *P. tricornutum* (Veluchamy et al., 2015), and the H3K27me3 enrichment at the flanking regions is correlated with the milder repression.

**FIGURE 8:**
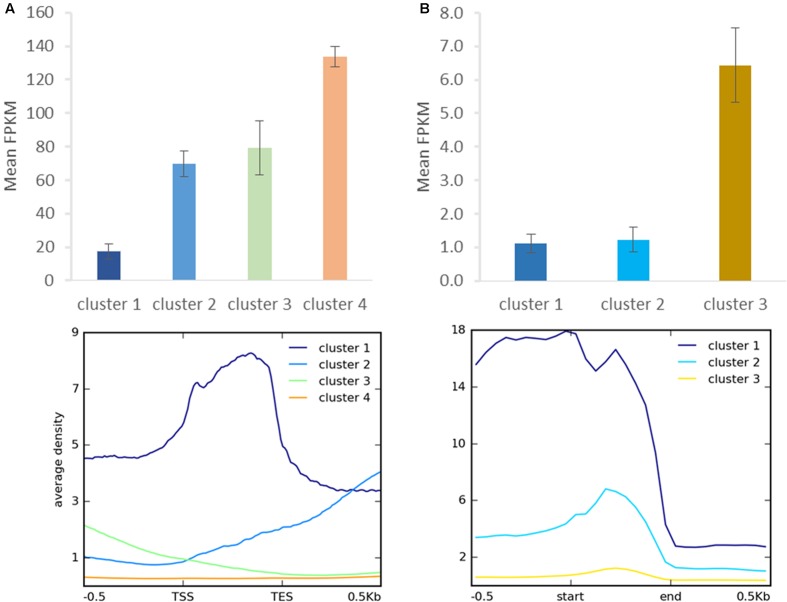
**Relationship between H3K27me3 occupancy and expression after clustering analysis.** Identified clusters (**Figure 7**) were correlated with expression level measured as FPKM in RNA-seq experiment. Expression level was determined for H3K27me3 occupancy clusters from genes **(A)** and repetitive elements **(B)**. Error bars represent standard error.

We performed similar clustering analysis to characterize H3K27me3 enrichment also on the repetitive elements. We could distinguish two clusters with histone mark presence on 0.5 kb upstream region and gene bodies (cluster 1) or gene bodies only (cluster 2) (**Figure 7B**). Cluster 3 corresponds to non-H3K27me3 targets. In contrast to the genes, we found that cluster 1 and 2 correlate with reduced gene expression to the same extent (**Figure 8B**), suggesting that gene body H3K27me3 distribution has a predominant effect on gene repression. On the other hand, clusters present at repetitive elements are not fully analogous to those at genes as for the former we did not identify a cluster with enrichment exclusively at the flanking regions.

### H3K27me3 Location on Chromosomes

Looking at the whole-chromosome level of H3K27me3 distribution, we found a preferential enrichment of the mark on the chromosome ends (**Figure 9**). Such observation concerns 36 out 40 ends from 20 chromosomes. The exceptions, in which the closest H3K27me3 domain was detected only 4–5 kb away from the chromosome end, include: 5′ end of chromosome 3 and 3′ end of chromosomes 7, 14, 16 (Supplementary Table S2 distance). Telomeric repeats in plants span regions from 0.5 kb in *Chlorella vulgaris* to 150 kb in *Nicotiana tabacum* (Fajkus et al., 1995; Higashiyama et al., 1995). *C. merolae* telomere length is relatively short and varies from 400bp to 700bp (Nozaki et al., 2007). Hence, the H3K27me3-domains at the chromosome ends detected in *C. merolae* cover the regions of telomeres and subtelomeres, similarly to what has been shown for the fungi: *N. crassa* (Jamieson et al., 2013) and *Cryptococcus neoformans* (Dumesic et al., 2014).

**FIGURE 9:**
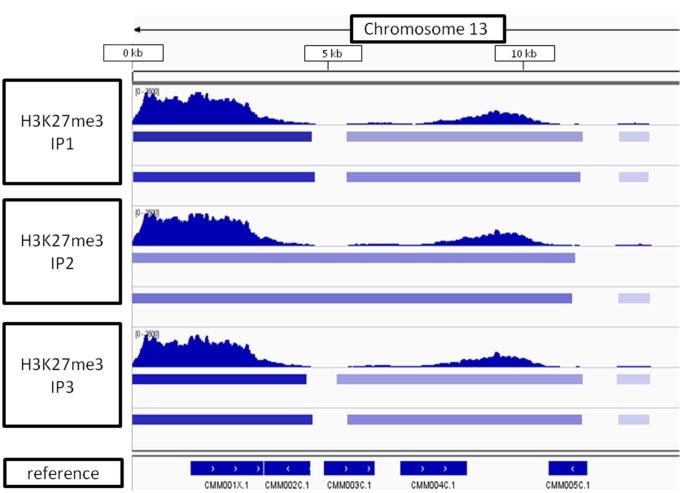
**H3K27me3 domain enrichment on chromosome ends.** 5′ end of chromosome 13 is used as an example. Results from three biological replicates (IP1-3) taken for sequencing are shown. Bars below H3K27me3 tracks correspond to peaks scored by MACS2 with input (top bar) or H3 (bottom bar) used for normalization. The lowest track correspond to *C. merolae* genome annotation (merolae.biol.s.u-tokyo.ac.jp). The data was visualized in IGV v2.3.

### H3K27me3-target Gene Ontology

In higher eukaryotes, H3K27me3 is known to target, i.e., developmental, tissue-specific or stress-responsive genes (Boyer et al., 2006; Bracken et al., 2006; Zhang et al., 2007; Lafos et al., 2011; Kleinmanns and Schubert, 2014). We sought to investigate whether similar functional association can be found in *C. merolae*, a unicellular organism with primitive developmental program.

In order to decipher functional classification of H3K27me3 targets, we performed gene ontology analysis with Singular Enrichment Analysis from the AgriGO toolkit (Du et al., 2010). GO classes of H3K27me3-targets and full lists of *C. merolae* genes used as a reference were extracted from the UniProtKB-database. We found a GO annotation for 3085 genes (50,5% from total number of 6108, including hypothetical proteins and transcripts) in the reference with 144 GO-annotated genes among H3K27me3-targets (62,6% from total number of 230). Statistical significance was determined based on the adjusted *p*-value with Yekutieli test for FDR. For statistical tests, we selected only those GO classes that were represented by at least five entries (see material and methods). All three different GO sub-ontologies were taken into account: molecular function (GO:0003674), biological process (GO::0008150), and cellular component (GO::0008372).

We did not reveal any significantly (adjusted *p*-value < 0.05) enriched GO terms in cellular component sub-ontology. In contrast, we detected three GO term branches in biological process and one in molecular function sub-ontologies (**Figure 10**). Consistently with the known H3K27me3 function in the repression of developmental programs, we detected significantly enriched GO terms related to organismal process and development. Surprisingly, among enriched terms we found also those corresponding to protein maturation and intein-mediated protein splicing.

**FIGURE 10:**
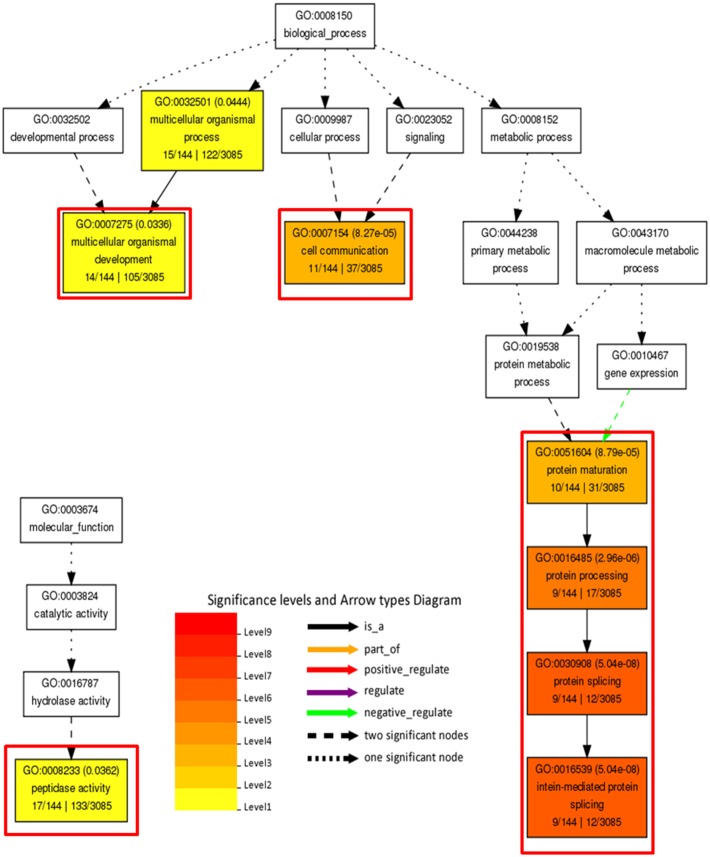
**Gene ontology analysis on H3K27me3 target genes.** Significantly enriched terms from molecular function and biological process subontologies (no significant hits found for cellular component subontology). Color coding represents significance level (1–9) below adjusted *p*-value threshold (*p* < 0.05). Adjusted *p*-values are shown next to GO IDs for each GO term. Relationships between GO terms are reflected in the arrow types. Red frames highlight GO terms connected with intein-mediated protein splicing. Numbers below subcategory name correspond to: GO subcategory gene number in query/total gene number in query | GO subcategory gene number in reference (TAIR10)/total gene number in reference.

Protein splicing is a protein maturation mechanism based on the excision of a protein fragment (intein) from a precursor and ligation of the flanking polypeptides (exteins) (Topilina and Mills, 2014). Comparative analyses of amino acid sequences revealed a homology of protein splice-junction motif from inteins to the C-terminal Hog domains in Hedgehog proteins, the secretory proteins controlling developmental processes in Metazoa (Jiang and Hui, 2008).

In concordance to the protein splicing mechanism and the function of intein-containing genes, we observed that the majority of protein entries present in significantly enriched GO terms (organismal process and development, cell communication and peptidase function) overlap with the protein splicing group (Supplementary Table S3). Moreover, we found that all of the H3K27me3 targets present in the protein splicing term indeed possess a Hog domain as the Hedgehog proteins.

Interestingly, the genes encoding Hedgehog proteins in *C. merolae* reside in the telomeric and subtelomeric regions of the chromosomes (Nozaki et al., 2007), which is in agreement to our results on the preferential H3K27me3 enrichment at the chromosome ends (**Figure 9**). Moreover, comparing with clustering data, we observed that Hedgehog loci were enriched in cluster 3 (Supplementary Table S4), bound by H3K27me3 preferentially to the upstream regions and moderately repressed.

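Supplementary Table S4 lists 5 protein splicing genes of cluster 3, and all 5 are protein-coding loci at the ends of chromosomes in the coordinates of the *C. merolae* Genome Project v3 used by the authors. CMH001C lies on chromosome 8 from 1349 to 4909, and no other annotated locus lies closer to that end. CMH283C lies at the other end of chromosome 8, from 734209 to 736428. CMP358C spans 902164 to 904476 on chromosome 16, CMR506C spans 1247556 to 1249751 on chromosome 18, and CMS508C spans 1277427 to 1279613 on chromosome 19. Each of these 4 is the last annotated locus of its chromosome. None of the 5 overlaps another annotated locus. Chromosome lengths were not used here, so the distance from the last locus to the chromosome end is unknown.

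FPKM of the 5 genes was taken from the same 3 libraries as the FPKM of the clusters. CMS508C had an FPKM of 182 ± 0.754 (SD, n = 2), CMR506C of 182 ± 2.24 (SD, n = 2) and CMH283C of 182 ± 21.6 (SD, n = 2). CMH001C depended on the library, with an FPKM of 216 in library 1, 106 in library 2 and 107 in library 3. Its mean was 161 ± 77.9 (SD, n = 2), and 106 without library 1. CMP358C had the lowest value, 8.25 ± 1.48 (SD, n = 2), with 445, 75.1 and 79.1 implied fragments in libraries 1, 2 and 3. By the mean of the 3 libraries, the percentile among the 5044 protein-coding genes was 86.2 for CMS508C, 86.3 for CMR506C, 85.8 for CMH283C, 81.5 for CMH001C and 7.51 for CMP358C. In each library 4 of the 5 genes exceeded the median protein-coding gene, whose FPKM was 57.4 ± 1.97 (SD, n = 2). The mean FPKM of the 5 genes was 143 ± 19.9 (SD, n = 2), against 127 ± 21.9 (SD, n = 2) over all protein-coding genes. This order rests on library 1, with 157 against 112, and without library 1 it was 129 against 143. These values are uncertain, because loci of similar length lie at other chromosome ends and the authors' counting could have divided reads between similar copies.

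The difference of mean log2(FPKM + 1) from the other protein-coding genes was 0.79 (p = 0.35 in the permutation test over loci, which is also the value adjusted over the 3 comparisons). With the median over loci in place of the mean, the difference was 1.59 and p = 0.0398 in the permutation test. The median of the 5 genes stood at percentile 98.0 of 10000 random lists of 5 other protein-coding genes and at percentile 99.7 of lists matched on gene length. In simulated lists of 5 loci drawn from all 6823 loci, a log2 difference of 1 was detected for 19.5%, so the test had little power there. The 5 genes were compared with protein-coding genes only, and power against that background was not simulated. By comparison with its clustering data, the paper states that the Hedgehog loci are moderately repressed.

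**Figure D3:**
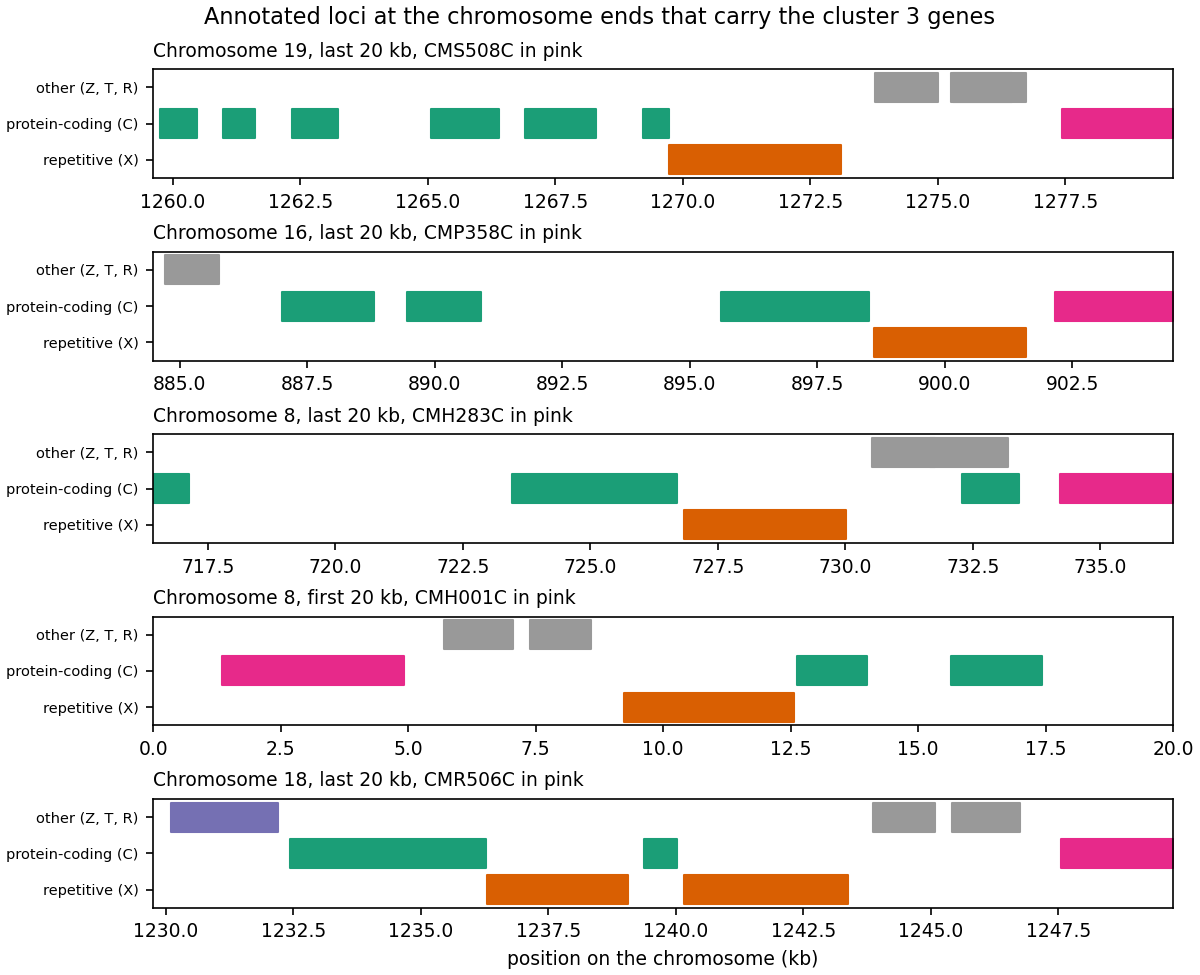
Annotated loci in the 20 kb at the 5 chromosome ends that carry the cluster 3 genes (position in kb on the x axis; rows for repetitive, protein-coding and other loci), with each cluster 3 gene in pink. The 5 genes are the outermost annotated loci of their ends.

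**Figure D4:**
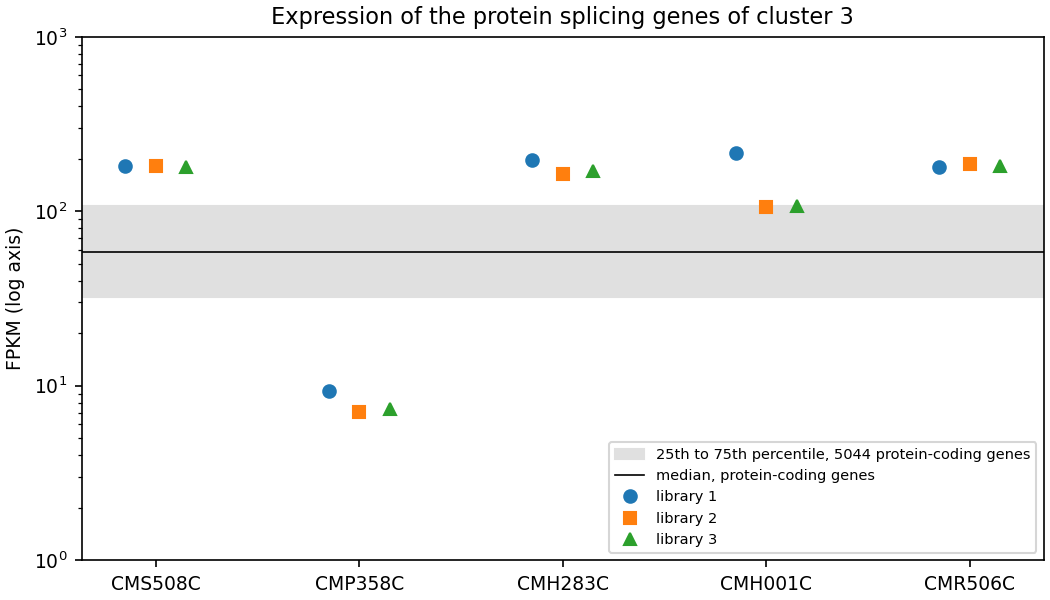
FPKM (log axis) of the 5 cluster 3 genes in each of the 3 libraries, with the median and the 25th to 75th percentile of the mean FPKM of 5044 protein-coding genes. Only CMP358C lies below the median, and CMH001C is the gene for which library 1 differs most from the other 2 libraries.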

## Discussion

Polycomb-group mediated regulation of gene expression in multicellular organisms is intensively studied in plants and has important roles in stress responses and developmental phase transitions (Köhler and Villar, 2008; Kleinmanns and Schubert, 2014). However, a model for Pc-G function in unicellular, photosynthetic organisms is currently lacking. We therefore performed homology searches and Bayesian phylogenetic tree analyses on the conserved alignment blocks. Our results confirmed a frequent absence of the PRC1 complex, ancient origin of PRC2 complex and the widespread distribution of core components of PRC2 in the green lineage [see also: (Shaver et al., 2010; Kim et al., 2013)]. We detected the PcG mark H3K27me3 in prasinophytes and red algae, arguing for the functionality of PRC2 in these organisms. Subsequent analyses of H3K27me3 occupancy in the model red alga, *C. merolae*, and correlative analyses with transcriptomic data revealed several important observations in this unicellular organism.

We observed that H3K27me3 in *C. merolae* is present on both, genes and repetitive elements, covering 4% of total gene number and 50% of total repetitive element number. The occupancy on both genomic types is in the agreement with the results from *Drosophila* and *Phaeodactylum*, suggesting an ancestral function of PcG in repetitive element silencing. As *Arabidopsis* H3K27me3 occupies preferentially genes, our results suggest also a partial divergence from PcG-mediated repetitive element repression in higher plants.

In *Arabidopsis* endosperm, the vicinity of repetitive elements was shown to impact H3K27me3-mediated gene imprinting (Weinhofer et al., 2010; Wolff et al., 2011). In contrast, the H3K27me3-covered genes in *C. merolae* are not in the vicinity of repetitive elements. However, we cannot exclude the possibility that the genome annotation is incomplete, with unknown types of repetitive elements being not reported.

We showed that H3K27me3 occupancy anti-correlates with the expression of its targets, consistently with its function in the multicellular organisms. As the other lysine-27 methylation marks, H3K27me1 and H3K27me2, have a repressive function in higher plants (Bastow et al., 2004; Jacob et al., 2009), similarly to the H3K27me3, the future steps should include profiling of those modifications in *C. merolae* genome. We also observed that the degree of repression is tightly correlated with the H3K27me3 profile at the genic level. The lowest expression was found for the genes covered by H3K27me3 over the gene body, whereas the targets with H3K27me3 occupancy on 5′ and 3′ flanking regions associate with intermediate repression.

Furthermore, H3K27me3 shows an enrichment on chromosome ends and covers a broad region including telomeric repeats and subtelomeric genes in *C. merolae*. Interestingly, several other species were reported to show an enrichment of H3K27me3 at the subtelomeric and telomeric regions (Smith et al., 2008; Vaquero-sedas et al., 2012). Moreover, Polycomb proteins were proved to be associated with telomere-binding factors (Zhou et al., 2013) and telobox motifs demonstrated to be enriched at PcG-peaks (Deng et al., 2013), arguing for a functional connection between PcG-mediated repression and chromosomal ends.

Our gene ontology analysis showed that H3K27me3 covers genes associated with intein-mediated protein splicing. Inteins are considered as ancient mobile elements present in all three domains of life (eukaryotes, archaea, bacteria) and viruses (Pietrokovski, 2001; Novikova et al., 2014). Hence, our results suggest that the H3K27me3-mediated repression might function in guarding the *C. merolae* genome. Such notion would be consistent with the predominant enrichment of H3K27me3 on the repetitive elements (**Figure 5D**). On the other hand, inteins may also develop to become post-translational regulatory elements in the course of evolution, as seen for the conditional protein splicing of Hog domains in animals (Shah and Muir, 2014). Therefore, it is of special importance to decipher the function of intein-containing Hedgehog genes and the conditions for their de-repression in *C. merolae.*

Interestingly, we also observed that the intein-containing genes reside in the subtelomeric regions and are moderately repressed by H3K27me3 that occupies upstream regions from their TSS. It is currently unclear how protein splicing, moderate H3K27me3-mediated repression and subtelomeric localization are inter-connected. It is feasible that the integration of intein-containing genes appeared relatively recently and that these ‘young’ H3K27me3 targets display H3K27me3 enrichment at regions upstream of their TSS, in agreement with their moderate repression. Comparative genomics between *C. merolae* and related species should be used to validate this idea. In turn, subtelomeres are dynamic regions and the objects of ectopic recombination events, which facilitate gene diversification, phenotypic diversity and adaptation to different environments, exemplified by an olfactory receptor gene family in humans (Linardopoulou et al., 2001), contingency systems in various pathogens (Barry et al., 2003) and carbon-source metabolism genes in *S. cerevisiae* (Carlson and Botstein, 1983; Louis et al., 1994; Brown et al., 2010). Hence, it is possible that the intein-containing subtelomeric H3K27me3-covered genes are the targets of rapid adaptive evolution. Characterization of their duplication frequency and diversification within their gene families should validate such notion.

Last but not the least, our results on H3K27me3 presence in various algae and genome-wide characterization of expression status and H3K27me3 occupancy in the model red alga, *C. merolae*, provide a resource for chromatin and transcriptomic studies. An existence of genetic tools, optimized growth conditions and the sequenced genome in *C. merolae* offer a possibility to decipher genome regulation in a broad evolutionary context, including the organisms with super-reduced genomes.

## Author Contributions

PM, OK, and DS designed the research. FF and AW designed *C. merolae* growth scheme. FF handled *C. merolae* cell cultures. PM performed bioinformatic analyses, chromatin immunoprecipitations and sequencing library preparations. OK performed competition assay and western blot experiments. PM and DS performed homology searches for H3K27me3 targets used in ChIP-RT-qPCR. The manuscript was written by PM and revised by the other authors.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## References

[B1] AbascalF.ZardoyaR.PosadaD.MillerC. J.LouH. J.JohnsonA. D. (2005). ProtTest: selection of best-fit models of protein evolution. *Bioinformatics* 21 2104–2105. 10.1093/bioinformatics/bti26315647292

[B2] BarryJ. D.GingerM. L.BurtonP.McCullochR. (2003). Why are parasite contingency genes often associated with telomeres? *Int. J. Parasitol.* 33 29–45. 10.1016/S0020-7519(02)00247-312547344

[B3] BastowR.MylneJ. S.ListerC.LippmanZ.MartienssenR. A.DeanC. (2004). Vernalization requires epigenetic silencing of FLC by histone methylation. *Nature* 427 164–167. 10.1038/nature0226914712277

[B4] BerkeL.SnelB. (2015). The plant Polycomb repressive complex 1 (PRC1) existed in the ancestor of seed plants and has a complex duplication history. *BMC Evol. Biol.* 15:44 10.1186/s12862-015-0319-zPMC439788425881027

[B5] BowmanJ. L.FloydS. K.SakakibaraK. (2007). Green genes-comparative genomics of the green branch of life. *Cell* 129 229–234. 10.1016/j.cell.2007.04.00417448980

[B6] BoyerL. A.PlathK.ZeitlingerJ.BrambrinkT.MedeirosL. A.LeeT. I. (2006). Polycomb complexes repress developmental regulators in murine embryonic stem cells. *Nature* 441 349–353. 10.1038/nature0473316625203

[B7] BrackenA. P.DietrichN.PasiniD.HansenK. H.HelinK. (2006). Genome-wide mapping of Polycomb target genes unravels their roles in cell fate transitions. *Genes Dev.* 20 1123–1136. 10.1101/gad.381706.present16618801PMC1472472

[B8] BrownC. A.MurrayA. W.VerstrepenK. J. (2010). Rapid expansion and functional divergence of subtelomeric gene families in yeasts. *Curr. Biol.* 20 895–903. 10.1016/j.cub.2010.04.02720471265PMC2877759

[B9] ButenkoY.OhadN. (2011). Polycomb-group mediated epigenetic mechanisms through plant evolution. *Biochim. Biophys. Acta* 1809 395–406. 10.1016/j.bbagrm.2011.05.01321664995

[B10] CamachoC.CoulourisG.AvagyanV.MaN.PapadopoulosJ.BealerK. (2009). BLAST+: architecture and applications. *BMC Bioinformatics* 10:421 10.1186/1471-2105-10-421PMC280385720003500

[B11] CarlsonM.BotsteinD. (1983). Organization of the *SUC* gene family in *Saccharomyces*. *Mol. Cell. Biol.* 3 351–359. 10.1128/MCB.3.3.3516843548PMC368543

[B12] CeraseA.SmeetsD.TangY. A.GdulaM.KrausF.SpivakovM. (2014). Spatial separation of Xist RNA and polycomb proteins revealed by superresolution microscopy. *Proc. Natl. Acad. Sci. U.S.A.* 111 2235–2240. 10.1073/pnas.131295111124469834PMC3926064

[B13] ChenD.HuangY.RuanY.ShenW. H. (2016). The evolutionary landscape of PRC1 core components in green lineage. *Planta* 243 825–846. 10.1007/s00425-015-2451-926729480

[B14] CuiJ.ZhangZ.ShaoY.ZhangK.LengP.LiangZ. (2015). Genome-wide identification, evolutionary, and expression analyses of histone H3 variants in plants. *Biomed. Res. Int.* 2015:341598 10.1155/2015/341598PMC435703425815311

[B15] Del PreteS.MikulskiP.SchubertD.GaudinV. (2015). One, two, three: Polycomb proteins hit all dimensions of gene regulation. *Genes* 6 520–542. 10.3390/genes603052026184319PMC4584315

[B16] DelerisA.StroudH.BernatavichuteY.JohnsonE.KleinG.SchubertD. (2012). Loss of the DNA methyltransferase MET1 Induces H3K9 hypermethylation at PcG target genes and redistribution of H3K27 trimethylation to transposons in *Arabidopsis thaliana*. *PLoS Genet.* 8:e1003062 10.1371/journal.pgen.1003062PMC351002923209430

[B17] DengW.BuzasD. M.YingH.RobertsonM.TaylorJ.PeacockW. J. (2013). Arabidopsis Polycomb Repressive Complex 2 binding sites contain putative GAGA factor binding motifs within coding regions of genes. *BMC Genomics* 14:593 10.1186/1471-2164-14-593PMC376668424001316

[B18] DerkachevaM.HennigL. (2014). Variations on a theme: Polycomb group proteins in plants. *J. Exp. Bot.* 65 2769–2784. 10.1093/jxb/ert41024336446

[B19] DuZ.ZhouX.LingY.ZhangZ.SuZ. (2010). agriGO: a GO analysis toolkit for the agricultural community. *Nucleic Acids Res.* 38 W64–W70. 10.1093/nar/gkq31020435677PMC2896167

[B20] DumesicP. A.HomerC. M.MorescoJ. J.PackL. R.ShanleE. K.CoyleS. M. (2014). Product binding enforces the genomic specificity of a yeast polycomb repressive complex. *Cell* 160 204–218. 10.1016/j.cell.2014.11.03925533783PMC4303595

[B21] EbertA.SchottaG.LeinS.KubicekS.KraussV.JenuweinT. (2004). Su(var) genes regulate the balance between euchromatin and heterochromatin in *Drosophila*. *Genes Dev.* 18 2973–2983. 10.1101/gad.32300415574598PMC534657

[B22] FajkusJ.KovaríkA.KrálovicsR.BezděkM. (1995). Organization of telomeric and subtelomeric chromatin in the higher plant *Nicotiana tabacum*. *Mol. Gen. Genet.* 247 633–638. 10.1007/BF002903557603443

[B23] FerrariK. J.ScelfoA.JammulaS.CuomoA.BarozziI.StützerA. (2014). Polycomb-dependent H3K27me1 and H3K27me2 regulate active transcription and enhancer fidelity. *Mol. Cell* 53 49–62. 10.1016/j.molcel.2013.10.03024289921

[B24] HennigL.DerkachevaM. (2009). Diversity of Polycomb group complexes in plants: same rules, different players? *Trends Genet.* 25 414–423. 10.1016/j.tig.2009.07.00219716619

[B25] HigashiyamaT.MakiS.YamadaT. (1995). Molecular organization of *Chlorella vulgaris* chromosome I: presence of telomeric repeats that are conserved in higher plants. *Mol. Gen. Genet.* 246 29–36. 10.1007/BF002901307823910

[B26] HuangY.ChenD.-H.LiuB.-Y.ShenW.-H.RuanY. (2016). Conservation and diversification of polycomb repressive complex 2 (PRC2) proteins in the green lineage. *Brief. Funct. Genomics* 16 106–119. 10.1093/bfgp/elw00727032420

[B27] JacobY.FengS.LeBlancC. A.BernatavichuteY. V.StroudH.CokusS. (2009). ATXR5 and ATXR6 are H3K27 monomethyltransferases required for chromatin structure and gene silencing. *Nat. Struct. Mol. Biol.* 16 763–768. 10.1038/nsmb.161119503079PMC2754316

[B28] JacobY.MichaelsS. D. (2009). H3K27me1 is E(z) in animals, but not in plants. *Epigenetics* 4 366–369. 10.4161/epi.4.6.971319736521PMC2814773

[B29] JamiesonK.RountreeM. R.LewisZ. A.StajichJ. E.SelkerE. U. (2013). Regional control of histone H3 lysine 27 methylation in *Neurospora*. *Proc. Natl. Acad. Sci. U.S.A.* 110 6027–6032. 10.1073/pnas.130375011023530226PMC3625340

[B30] JefferyC. J. (2003). Moonlighting proteins: old proteins learning new tricks. *Trends Genet.* 19 415–417. 10.1016/S0168-9525(03)00167-712902157

[B31] JiangJ.HuiC.-C. (2008). Hedgehog signaling in development and cancer. *Dev. Cell* 15 801–812. 10.1016/j.devcel.2008.11.01019081070PMC6443374

[B32] KimE.MaX.CeruttiH. (2013). Gene silencing in microalgae?: mechanisms and biological roles. *Bioresour. Technol.* 184 23–32. 10.1016/j.biortech.2014.10.11925466994

[B33] KleinmannsJ. A.SchubertD. (2014). Polycomb and Trithorax group protein-mediated control of stress responses in plants. *Biol. Chem.* 395 1291–1300. 10.1515/hsz-2014-019725153238

[B34] KöhlerC.VillarC. B. R. (2008). Programming of gene expression by Polycomb group proteins. *Trends Cell Biol.* 18 236–243. 10.1016/j.tcb.2008.02.00518375123

[B35] LachnerM.SenguptaR.SchottaG.JenuweinT. (2004). Trilogies of histone lysine methylation as epigenetic landmarks of the eukaryotic genome. *Cold Spring Harb. Symp. Quant. Biol.* 69 209–218. 10.1101/sqb.2004.69.20916117651

[B36] LafosM.KrollP.HohenstattM. L.ThorpeF. L.ClarenzO.SchubertD. (2011). Dynamic regulation of H3K27 trimethylation during *Arabidopsis* differentiation. *PLoS Genet.* 7:e1002040 10.1371/journal.pgen.1002040PMC307237321490956

[B37] LarkinM. A.BlackshieldsG.BrownN. P.ChennaR.McgettiganP. A.McWilliamH. (2007). Clustal W and Clustal X version 2.0. *Bioinformatics* 23 2947–2948. 10.1093/bioinformatics/btm40417846036

[B38] LinardopoulouE.MeffordH. C.NguyenO.FriedmanC.van den EnghG.FarwellD. G. (2001). Transcriptional activity of multiple copies of a subtelomerically located olfactory receptor gene that is polymorphic in number and location. *Hum. Mol. Genet.* 10 2373–2383. 10.1093/hmg/10.21.237311689484

[B39] LindrothA. M.ShultisD.JasencakovaZ.FuchsJ.JohnsonL.SchubertD. (2004). Dual histone H3 methylation marks at lysines 9 and 27 required for interaction with CHROMOMETHYLASE3. *EMBO J.* 23 4286–4296. 10.1038/sj.emboj.760043015457214PMC524394

[B40] LiuY.TavernaS. D.MuratoreT. L.ShabanowitzJ.HuntD. F.AllisC. D. (2007). RNAi-dependent H3K27 methylation is required for heterochromatin formation and DNA elimination in *Tetrahymena*. *Genes Dev.* 21 1530–1545. 10.1101/gad.154420717575054PMC1891430

[B41] LouisE. J.NaumovaE. S.LeeA.NaumovG.HaberJ. E. (1994). The chromosome end in yeast: its mosaic nature and influence on recombinational dynamics. *Genetics* 136 789–802.800543410.1093/genetics/136.3.789PMC1205885

[B42] MatsuzakiM.MisumiO.Shin-IT.MaruyamaS.TakaharaM.MiyagishimaS.-Y. (2004). Genome sequence of the ultrasmall unicellular red alga *Cyanidioschyzon merolae* 10D. *Nature* 428 653–657. 10.1038/nature0239815071595

[B43] McKayD. J.KluszaS.PenkeT. J. R.MeersM. P.CurryK. P.McDanielS. L. (2015). Interrogating the function of metazoan histones using engineered gene clusters. *Dev. Cell* 32 373–386. 10.1016/j.devcel.2014.12.02525669886PMC4385256

[B44] MerchantS. S.ProchnikS. E.VallonO.HarrisE. H.KarpowiczJ.WitmanG. B. (2010). The *Chlamydomonas* genome reveals the evolution of key animal and plant functions. *Science* 318 245–250. 10.1126/science.1143609.ThePMC287508717932292

[B45] MüllerJ.HartC. M.FrancisN. J.VargasM. L.SenguptaA.WildB. (2002). Histone methyltransferase activity of a *Drosophila* Polycomb group repressor complex. *Cell* 111 197–208. 10.1016/S0092-8674(02)00976-512408864

[B46] MüllerJ.VerrijzerP. (2009). Biochemical mechanisms of gene regulation by polycomb group protein complexes. *Curr. Opin. Genet. Dev.* 19 150–158. 10.1016/j.gde.2009.03.00119345089

[B47] NekrasovM.KlymenkoT.FratermanS.PappB.OktabaK.KöcherT. (2007). Pcl-PRC2 is needed to generate high levels of H3-K27 trimethylation at Polycomb target genes. *EMBO J.* 26 4078–4088. 10.1038/sj.emboj.760183717762866PMC1964751

[B48] NovikovaO.TopilinaN.BelfortM. (2014). Enigmatic distribution, evolution, and function of inteins. *J. Biol. Chem.* 289 14490–14497. 10.1074/jbc.R114.54825524695741PMC4031506

[B49] NozakiH.TakanoH.MisumiO.TerasawaK.MatsuzakiM.MaruyamaS. (2007). A 100%-complete sequence reveals unusually simple genomic features in the hot-spring red alga *Cyanidioschyzon merolae*. *BMC Biol.* 5:28 10.1186/1741-7007-5-28PMC195543617623057

[B50] OkadaT.EndoM.SinghM. B.BhallaP. L. (2005). Analysis of the histone H3 gene family in Arabidopsis and identification of the male-gamete-specific variant *AtMGH3*. *Plant J.* 44 557–568. 10.1111/j.1365-313X.2005.02554.x16262706

[B51] PalenikB.GrimwoodJ.AertsA.RouzéP.SalamovA.PutnamN. (2007). The tiny eukaryote *Ostreococcus* provides genomic insights into the paradox of plankton speciation. *Proc. Natl. Acad. Sci. U.S.A.* 104 7705–7710. 10.1073/pnas.061104610417460045PMC1863510

[B52] PappB.MüllerJ. (2006). Histone trimethylation and the maintenance of transcriptional ON and OFF states by trxG and PcG proteins. *Genes Dev.* 20 2041–2054. 10.1101/gad.38870616882982PMC1536056

[B53] ParkS.OhS.van NockerS. (2012). Genomic and gene-level distribution of histone H3 dimethyl lysine-27 (H3K27me2) in Arabidopsis. *PLoS ONE* 7:e52855 10.1371/journal.pone.0052855PMC353240223285203

[B54] PaulerF. M.SloaneM. A.HuangR.ReghaK.KoernerM. V.TamirI. (2009). H3K27me3 forms BLOCs over silent genes and intergenic regions and specifies a histone banding pattern on a mouse autosomal chromosome. *Genome Res.* 19 221–233. 10.1101/gr.080861.108.419047520PMC2652204

[B55] PietrokovskiS. (2001). Intein spread and extinction in evolution. *Trends Genet.* 17 465–472. 10.1016/S0168-9525(01)02365-411485819

[B56] PriceD. C.ChanC. X.YoonH. S.YangE. C.QiuH.WeberA. P. (2012). Cyanophora paradoxa genome elucidates origin of photosynthesis in algae and plants. *Science* 335 843–847. 10.1126/science.121356122344442

[B57] QuinlanA. R.HallI. M. (2010). BEDTools: a flexible suite of utilities for comparing genomic features. *Bioinformatics* 26 841–842. 10.1093/bioinformatics/btq03320110278PMC2832824

[B58] RambautA. (2009). *FigTree, a Graphical Viewer of Phylogenetic Trees*. Available at: http://tree.bio.ed.ac.uk/software/figtree/

[B59] RamirezF.RyanD. P.GruningB.BhardwajV.KilpertF.RichterA. S. (2016). deepTools2: a next generation web server for deep-sequencing data analysis. *Nucleic Acids Res.* 44 160–165. 10.1093/nar/gkw257PMC498787627079975

[B60] RonquistF.TeslenkoM.Van Der MarkP.AyresD. L.DarlingA.HöhnaS. (2012). Mrbayes 3.2: efficient Bayesian phylogenetic inference and model choice across a large model space. *Syst. Biol.* 61 539–542. 10.1093/sysbio/sys02922357727PMC3329765

[B61] SchuettengruberB.ChourroutD.VervoortM.LeblancB.CavalliG. (2007). Genome regulation by Polycomb and Trithorax proteins. *Cell* 128 735–745. 10.1016/j.cell.2007.02.00917320510

[B62] SchwartzY. B.PirrottaV. (2008). Polycomb complexes and epigenetic states. *Curr. Opin. Cell Biol.* 20 266–273. 10.1016/j.ceb.2008.03.00218439810

[B63] SchwartzY. B.PirrottaV. (2013). A new world of Polycombs: unexpected partnerships and emerging functions. *Nat. Rev. Genet.* 14 853–864. 10.1038/nrg360324217316

[B64] ShahN. H.MuirT. W. (2014). Inteins: nature’s gift to protein chemists. *Chem. Sci.* 5 446–461. 10.1039/C3sc52951g24634716PMC3949740

[B65] ShaverS.Casas-MollanoJ. A.CernyR. L.CeruttiH. (2010). Origin of the polycomb repressive complex 2 and gene silencing by an E(z) homolog in the unicellular alga *Chlamydomonas*. *Epigenetics* 5 301–312. 10.4161/epi.5.4.1160820421736

[B66] SmithK. M.KotheG. O.MatsenC. B.KhlafallahT. K.AdhvaryuK. K.HemphillM. (2008). The fungus *Neurospora crassa* displays telomeric silencing mediated by multiple sirtuins and by methylation of histone H3 lysine 9. *Epigenetics Chromatin* 1:5 10.1186/1756-8935-1-5PMC259613519014414

[B67] SungS.SchmitzR. J.AmasinoR. M. (2006). A PHD finger protein involved in both the vernalization and photoperiod pathways in *Arabidopsis*. *Genes Dev.* 20 3244–3248. 10.1101/gad.149330617114575PMC1686601

[B68] TalaveraG.CastresanaJ. (2007). Improvement of phylogenies after removing divergent and ambiguously aligned blocks from protein sequence alignments. *Syst. Biol.* 56 564–577. 10.1080/1063515070147216417654362

[B69] ThorvaldsdóttirH.RobinsonJ. T.MesirovJ. P. (2013). Integrative Genomics Viewer (IGV): high-performance genomics data visualization and exploration. *Brief. Bioinform.* 14 178–192. 10.1093/bib/bbs01722517427PMC3603213

[B70] TopilinaN. I.MillsK. V. (2014). Recent advances in *in vivo* applications of intein-mediated protein splicing. *Mob. DNA* 5:5 10.1186/1759-8753-5-5PMC392262024490831

[B71] TrapnellC.RobertsA.GoffL.PerteaG.KimD.KelleyD. R. (2012). Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. *Nat. Protoc.* 7 562–578. 10.1038/nprot.2012.01622383036PMC3334321

[B72] Vaquero-sedasI.LuoC.Vega-palasM. A. (2012). Analysis of the epigenetic status of telomeres by using ChIP-seq data. *Nucleic Acids Res.* 40:e163 10.1093/nar/gks730PMC350597522855559

[B73] VeerappanC. S.AvramovaZ.MoriyamaE. N. (2008). Evolution of SET-domain protein families in the unicellular and multicellular Ascomycota fungi. *BMC Evol. Biol.* 8:190 10.1186/1471-2148-8-190PMC247461618593478

[B74] VeluchamyA.RastogiA.LinX.LombardB.MurikO.ThomasY. (2015). An integrative analysis of post-translational histone modifications in the marine diatom *Phaeodactylum tricornutum*. *Genome Biol.* 16:102 10.1186/s13059-015-0671-8PMC450404225990474

[B75] WaterhouseA. M.ProcterJ. B.MartinD. M. A.ClampM.BartonG. J. (2009). Jalview Version 2–A multiple sequence alignment editor and analysis workbench. *Bioinformatics* 25 1189–1191. 10.1093/bioinformatics/btp03319151095PMC2672624

[B76] WeinhoferI.HehenbergerE.RoszakP.HennigL.KöhlerC. (2010). H3K27me3 profiling of the endosperm implies exclusion of polycomb group protein targeting by DNA methylation. *PLoS Genet.* 6:e1001152 10.1371/journal.pgen.1001152PMC295137220949070

[B77] WolffP.WeinhoferI.SeguinJ.RoszakP.BeiselC.DonoghueM. T. A. (2011). High-resolution analysis of parent-of-origin allelic expression in the Arabidopsis endosperm. *PLoS Genet.* 7:e1002126 10.1371/journal.pgen.1002126PMC311690821698132

[B78] WordenA. Z.LeeJ.-H.MockT.RouzéP.SimmonsM. P.AertsA. L. (2009). Green evolution and dynamic adaptations revealed by genomes of the marine picoeukaryotes *Micromonas*. *Science* 324 268–272. 10.1126/science.116722219359590

[B79] YangC.BratzelF.HohmannN.KochM.TurckF.CalonjeM. (2013). VAL-and AtBMI1-mediated H2Aub initiate the switch from embryonic to postgerminative growth in *Arabidopsis*. *Curr. Biol.* 23 1324–1329. 10.1016/j.cub.2013.05.05023810531

[B80] YangH.HowardM.DeanC. (2014). Antagonistic roles for H3K36me3 and H3K27me3 in the cold-induced epigenetic switch at *Arabidopsis* FLC. *Curr. Biol.* 24 1793–1797. 10.1016/j.cub.2014.06.04725065750PMC4123163

[B81] YinH.SweeneyS.RahaD.SnyderM.LinH. (2011). A high-resolution whole-genome map of key chromatin modifications in the adult *Drosophila melanogaster*. *PLoS Genet.* 7:e1002380 10.1371/journal.pgen.1002380PMC324058222194694

[B82] YoungM. D.WillsonT. A.WakefieldM. J.TrounsonE.HiltonD. J.BlewittM. E. (2011). ChIP-seq analysis reveals distinct H3K27me3 profiles that correlate with transcriptional activity. *Nucleic Acids Res.* 39 7415–7427. 10.1093/nar/gkr41621652639PMC3177187

[B83] ZhangX.ClarenzO.CokusS.BernatavichuteY. V.PellegriniM.GoodrichJ. (2007). Whole-genome analysis of histone H3 lysine 27 trimethylation in *Arabidopsis*. *PLoS Biol.* 5:e129 10.1371/journal.pbio.0050129PMC185258817439305

[B84] ZhouY.HartwigB.JamesG. V.SchneebergerK.TurckF. (2013). Complementary activities of TELOMERE REPEAT BINDING proteins and polycomb group complexes in transcriptional regulation of target genes. *Plant Cell.* 28 87–101. 10.1105/tpc.15.00787PMC474668126721861

# Supplementary material for: Characterization of the Polycomb-Group Mark H3K27me3 in Unicellular Algae
**Source:** Front Plant Sci. 2017 Apr 26;8:607. doi: 10.3389/fpls.2017.00607
**Supplement:** Supplementary file 3

**A**

|        |                                                              |     |
|--------|--------------------------------------------------------------|-----|
| CMR153 | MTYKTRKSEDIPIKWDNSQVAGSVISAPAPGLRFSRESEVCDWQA--PSHVEHAGTGG   | 58  |
| STM    | ME-SGSNSTSCPMAFAG-----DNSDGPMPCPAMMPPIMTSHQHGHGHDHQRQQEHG    | 54  |
|        | * . : * . : . . . : * * : : : : . : . : * : : *              |     |
| CMR153 | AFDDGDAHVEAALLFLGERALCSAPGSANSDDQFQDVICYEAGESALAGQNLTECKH--  | 116 |
| STM    | AYQS---HHQQSSSLFLQSLA--PPQGTNNKV-----AS-----SSSPSSCAPAY      | 94  |
|        | * : . : * : : * * . * * : * . : . . . : . *                  |     |
| CMR153 | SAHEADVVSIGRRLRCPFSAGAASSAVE----PSR-----NGF-----             | 152 |
| STM    | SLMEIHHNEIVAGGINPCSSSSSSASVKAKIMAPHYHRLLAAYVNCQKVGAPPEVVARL  | 154 |
|        | * * . . * * : * * : : : * : : *                              |     |
| CMR153 | -----DG---RSTGRLGTAETTP-LPRA-----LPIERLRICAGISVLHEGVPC       | 192 |
| STM    | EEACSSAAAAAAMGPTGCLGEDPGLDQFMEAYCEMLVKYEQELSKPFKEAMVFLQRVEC  | 214 |
|        | . * * * : * * : : * : : * : : *                              |     |
| CMR153 | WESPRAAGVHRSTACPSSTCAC-----PASGRPTPT---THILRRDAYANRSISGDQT   | 242 |
| STM    | QFKSL-----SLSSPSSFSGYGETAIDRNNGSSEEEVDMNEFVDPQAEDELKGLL      | 268 |
|        | . * : * * . . * . . : : * : . * :                            |     |
| CMR153 | TPLRAALS-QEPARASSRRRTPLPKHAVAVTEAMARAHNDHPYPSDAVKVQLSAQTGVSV | 301 |
| STM    | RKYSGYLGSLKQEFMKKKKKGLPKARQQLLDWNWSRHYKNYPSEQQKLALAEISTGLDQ  | 328 |
|        | . * . : . * : : * * . : * * : * * : * : * : *                |     |
| CMR153 | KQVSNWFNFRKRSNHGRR-----                                      | 320 |
| STM    | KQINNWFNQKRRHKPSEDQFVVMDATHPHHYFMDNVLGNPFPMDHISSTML          | 382 |
|        | * : . * * * * * * : .                                        |     |

**B**

|         |                                                             |     |
|---------|-------------------------------------------------------------|-----|
| CMA095C | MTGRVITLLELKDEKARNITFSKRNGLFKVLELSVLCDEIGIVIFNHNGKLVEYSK    | 60  |
| AG      | -----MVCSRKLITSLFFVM-----LKSH                               | 19  |
|         | : : * : : *                                                 |     |
| CMA095C | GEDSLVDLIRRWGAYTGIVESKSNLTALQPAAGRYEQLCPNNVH-FV--RSEVEPARVA | 117 |
| AG      | SSSSLAVVVSMS-----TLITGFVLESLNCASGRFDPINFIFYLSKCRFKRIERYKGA  | 74  |
|         | ... * . : : * : : * : * : : : : : : * : *                   |     |
| CMA095C | RSEGS--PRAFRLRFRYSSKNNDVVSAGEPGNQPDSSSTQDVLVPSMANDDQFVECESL | 175 |
| AG      | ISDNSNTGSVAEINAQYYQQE-----SAKLQQI--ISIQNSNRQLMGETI          | 118 |
|         | * : * . . : . : * : : * . * : : * : : * : :                 |     |
| CMA095C | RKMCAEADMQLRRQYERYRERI-----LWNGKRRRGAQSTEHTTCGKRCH          | 224 |
| AG      | GSMSPK--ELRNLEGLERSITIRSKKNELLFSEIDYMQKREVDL---HNDNQILRAK   | 172 |
|         | . * . : : * . : * * * : : * * . * . * : :                   |     |
| CMA095C | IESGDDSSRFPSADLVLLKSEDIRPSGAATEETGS-----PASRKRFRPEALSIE     | 277 |
| AG      | IAENER---NNPSIS-----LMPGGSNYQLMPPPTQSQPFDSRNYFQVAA----      | 216 |
|         | * . : . * * . * : * : * . : : * : *                         |     |
| CMA095C | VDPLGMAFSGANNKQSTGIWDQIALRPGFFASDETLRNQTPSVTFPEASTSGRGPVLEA | 337 |
| AG      | LQPN-----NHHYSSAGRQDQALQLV-----                             | 238 |
|         | : : * * . . * : * * * * :                                   |     |
| CMA095C | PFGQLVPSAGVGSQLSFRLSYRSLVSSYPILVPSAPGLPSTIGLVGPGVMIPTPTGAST | 397 |
| AG      | -----                                                       | 238 |
| CMA095C | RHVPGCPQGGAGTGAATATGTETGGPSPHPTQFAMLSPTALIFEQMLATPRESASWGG  | 457 |
| AG      | -----                                                       | 238 |
| CMA095C | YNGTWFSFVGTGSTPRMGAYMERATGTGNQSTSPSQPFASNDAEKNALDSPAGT      | 512 |
| AG      | -----                                                       | 238 |

Figure S1. Alignment of selected H3K27me3 targets from *A. thaliana*: (A) SHOOT MERISTEMLESS (STM) and (B) AGAMOUS (AG), and their homologs from *C. merolae*.

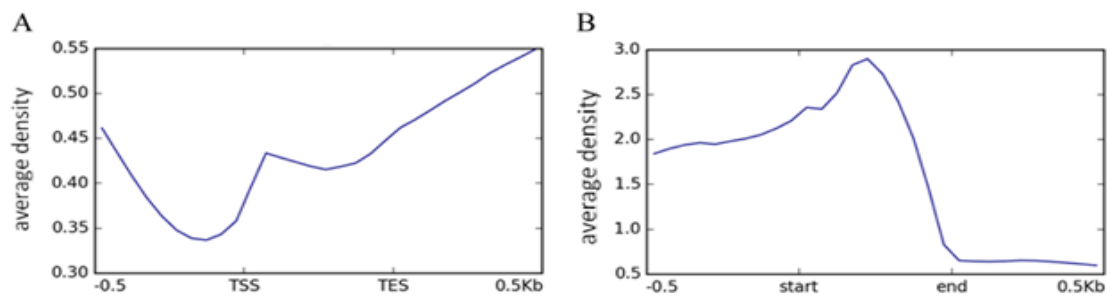

Figure S2. Average H3K27me3 occupancy over genes (A) and repetitive elements (B). The H3K27me3 reads were scaled to 500bp windows and flanking regions set to 0.5kb. DeepTools2 package was used to compute an abundance of the reads and plot creation.

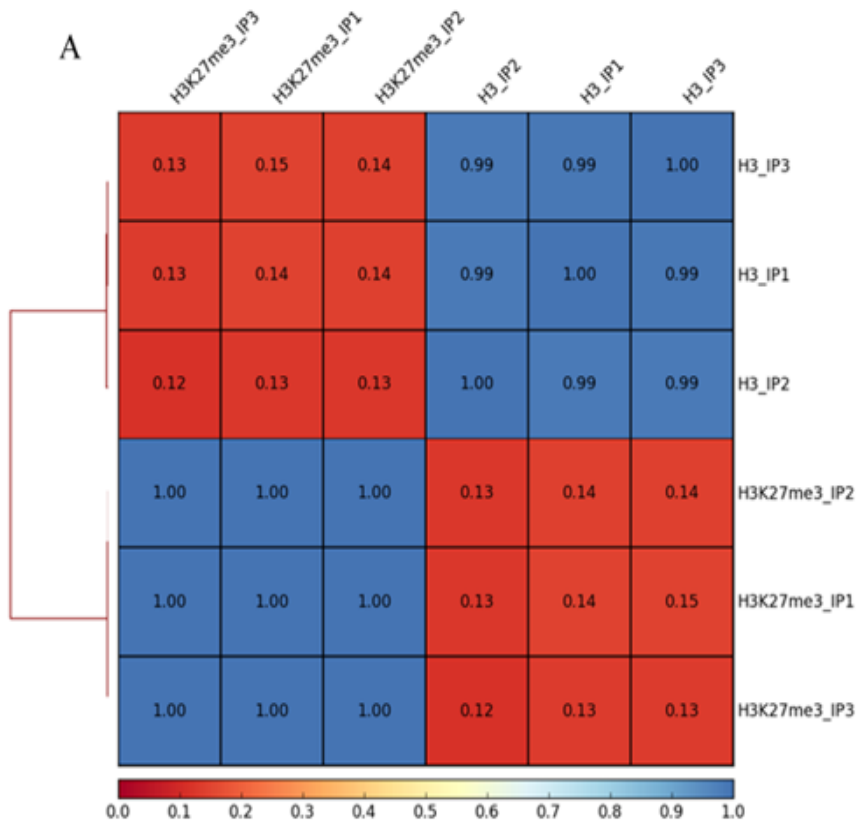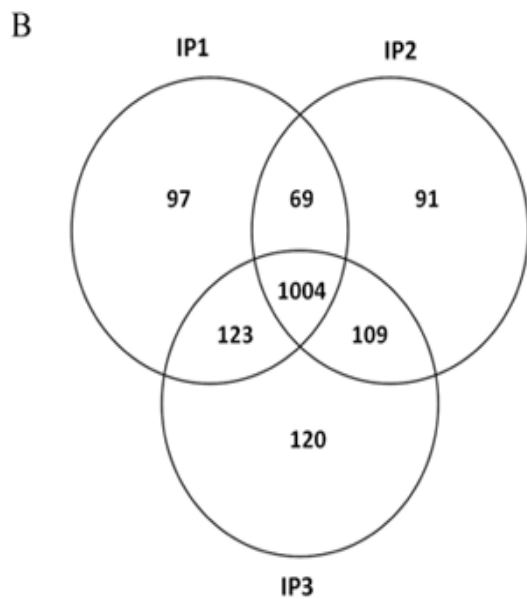

Figure S3. The quality of ChIP-seq data (A) Correlation for ChIP-seq experiment (replicates IP1-3). Values inside cells represent correlation coefficients calculated using Pearson method. Matrix for heatmap was computed in deepTools2 with bin size set to 1kb. Bins with zero and large counts were removed. Left side of the image shows hierarchical clustering between samples. (B) Correlation for RNA-seq experiment (replicates RNAseq\_1-3). Matrix for scatterplots was generated in deepTools2 with bin size set to 0.2kb. Correlation was calculated using Pearson method. Bins with large counts were removed. X- and Y-axes show number of fragments in respective files. (B) An overlap of H3K27me3 peaks between biological replicates IP1-3.

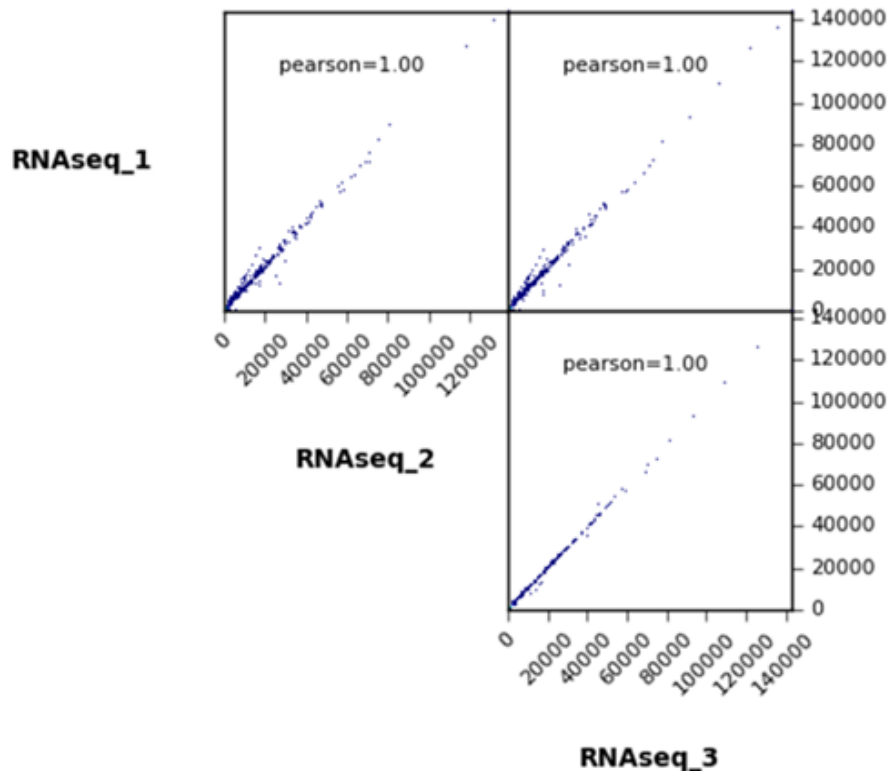

Figure S4. The quality of RNA-seq data. Correlation for RNA-seq experiment (replicates RNAseq\_1-3). Matrix for scatterplots was generated in deepTools2 with bin size set to 0.2kb. Correlation was calculated using Pearson method. Bins with large counts were removed. X- and Y-axes show number of fragments in respective files.

Table S1. Distance between H3K27me3 peaks and gene locations.

Distance was obtained using 'closest' command from Bedtools v2.17 for 3 biological replicates (IP1-3) from chromatin immunoprecipitation experiment. Mean and median were calculated from distance values in base pairs for each peak. Peaks were divided into annotated ('ann.peak') and unannotated ('unannot.peak') subgroups. See main text for the details.

|                                           | IP1          |                | IP2          |                | IP3          |                |
|-------------------------------------------|--------------|----------------|--------------|----------------|--------------|----------------|
|                                           | ann.<br>peak | unann.<br>peak | ann.<br>peak | unann.<br>peak | ann.<br>peak | unann.<br>peak |
| Distance to annotated feature<br>(mean)   | 542.9        | 543.8          | 539.2        | 520.5          | 504.1        | 514.0          |
| Distance to annotated feature<br>(median) | 516.0        | 498.0          | 506.0        | 461.5          | 486.0        | 465.0          |

Table S2. Distance of H3K27me3 domain to the chromosome ends.

| chromosome | distance [bp] |           | chromosome | distance [bp] |           |
|------------|---------------|-----------|------------|---------------|-----------|
|            | to 5' end     | to 3' end |            | to 5' end     | to 3' end |
| 1          | 777           | 1321      | 11         | 144           | 44        |
| 2          | 19            | 247       | 12         | 126           | 28        |
| 3          | 3977          | 46        | 13         | 33            | 23        |
| 4          | 21            | 773       | 14         | 28            | 4734      |
| 5          | 41            | 453       | 15         | 18            | 18        |
| 6          | 216           | 24        | 16         | 27            | 3955      |
| 7          | 157           | 4756      | 17         | 74            | 36        |
| 8          | 149           | 31        | 18         | 236           | 22        |
| 9          | 22            | 28        | 19         | 97            | 987       |
| 10         | 1601          | 29        | 20         | 99            | 90        |

How the deposited data were processed for this re-analysis (not part of the article)

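The data were 3 RNA-seq libraries, labelled biological replicates 1, 2 and 3, of late log-phase liquid cultures of *C. merolae* strain 10D. The authors sequenced paired-end TruSeq libraries on a HiSeq 2000 device and processed the reads with FastQC and the Tuxedo protocol in Galaxy. The paper's text gives no versions of the programs and no setting for reads that map to several loci. The authors deposited for each library the FPKM of every locus with its lower and upper confidence limits, as written by Cufflinks with the annotation of the *C. merolae* Genome Project v3. Replicates were not pooled. Columns for locus length and coverage were empty, and coordinates were taken from the locus column and written from 1.

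From these values the number of fragments per locus was calculated as the square of FPKM over its SD, with the SD taken from the upper limit, which lies 2 SD above the FPKM. It was used only at the 4955 loci that overlap no other locus, because at the 1868 overlapping loci it was whole at about the chance rate. The totals were 1.30e+07, 2.88e+06 and 2.98e+06 fragments in libraries 1, 2 and 3. By these limits library 1 is the deepest, while the axes of Supplementary Figure S4 reach similar numbers of fragments in the 3 libraries, and which depth holds is unresolved. A locus with more than 3 implied fragments was taken as detected. No count test was run, because FPKM are not counts and the implied numbers were whole at only 66.4% to 73.2% of the loci without overlap that had fewer than 50 fragments. Libraries 2 and 3 differed by less than the sampling noise and were counted as 1 sample in every mean given with an SD (n = 2), although means and SD over 3 libraries had been foreseen. Tests over loci used the mean of the 3 libraries, as foreseen.

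The class of a locus was taken from the last letter of its identifier. All 5373 locus tags of the RefSeq table of assembly ASM9120v1 matched an identifier, and that table was used for the type of a gene, never for coordinates. Differences of log2(FPKM + 1) between classes were tested with two-sided permutation tests over loci with 100000 resamples, and p-values of the 3 comparisons were adjusted by the Benjamini-Hochberg method. CmMADS and the control genes were compared with an exact permutation test over libraries. Lists of genes were also set against 10000 random lists. Distances to a chromosome end were counted from position 1 and from the end of the last annotated locus, and genes within 20 kb were taken as near an end. The permutation test and the sampling-noise index were tested on simulated data, with lists for the permutation test drawn from all 6823 loci. With no difference, 3.5% of lists of 5 loci and 5.5% of lists of 346 loci passed a threshold of 0.05. A log2 difference of 1 was detected in 100% of lists of 346 loci. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

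The loci named in the text were fixed before the data were examined: the loci that the paper or its supplements give by identifier and the 5 loci with the highest mean FPKM. CMG221C was named after its values were seen, because of its likeness to CMH001C, and CMA096Z because it overlaps a named locus. The alternatives were a pseudocount of 0.1, loci with a mean FPKM of at least 1 or of at least 300 bp, medians in place of means, FPKM scaled to a common median of protein-coding genes, other windows and gene classes, and each library left out in turn.

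The comparison of H3K27me3 targets with other loci and the expression of the H3K27me3 clusters were not analysed here, since the target and cluster lists were not used here beyond the 5 cluster 3 genes of Supplementary Table S4. The gene ontology entries of Supplementary Table S3 carry UniProt names, and no table that pairs these with locus identifiers was used here.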

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

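The limit of 3 fragments that a count of 0 allows was used to find signal at loci that the paper does not discuss, and only loci that overlap no other locus were counted for it. The tests of copies and of library 1 were chosen after the results were seen, and the test of chloroplast DNA before, apart from its restriction to loci without overlap.

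The paper discusses no chloroplast gene, and its cDNA was made with oligo(dT) primers. In the libraries, 74 of the 90 protein-coding chloroplast loci without overlap had more than 3 implied fragments in every library. These 90 loci held 0.751%, 0.548% and 0.566% of the implied fragments in libraries 1, 2 and 3. The median FPKM of all 207 protein-coding chloroplast loci was 21.9 in library 1, 18.9 in library 2 and 21.1 in library 3. Chloroplast DNA in the libraries would cover the genes evenly. Over the 55 chloroplast genes of at least 300 bp that overlap no other locus and had a value above 0, the 90th percentile of mean FPKM was instead 39.3 times the 10th, and from 36.5 to 40.3 times in the single libraries. It was 11.1 times over 3891 nuclear genes chosen in the same way. The spread over chloroplast genes argues against DNA as the whole source. Chloroplast RNA that was primed at internal runs of adenine, or that carried tails, remains open and was not tested. No biological explanation was tested, since the cultures were of one condition.

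The mitochondrial genes are not discussed in the paper either. Of the 27 protein-coding mitochondrial loci without overlap, 2 had more than 3 implied fragments in every library. These 27 loci together held 189 implied fragments in library 1, 34.9 in library 2 and 25.7 in library 3. At this depth most mitochondrial genes were not detectable. The chloroplast and the mitochondrion thus differed in these libraries, and the cause was not tested.

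At the chromosome ends, the outermost annotated locus was protein-coding at 17 of the 40 ends and a repetitive element at 21. Besides the 5 cluster 3 genes, 12 outermost protein-coding loci remain, which the paper's text does not name. Of these, 9 overlap no other locus, and all 9 had more than 3 implied fragments in every library. The mean FPKM of the 12 loci ranged from 1.03 to 288, and 4 of them exceeded the median protein-coding gene. The 21 outermost repetitive elements had a mean FPKM of at most 4.77. Of the 17 protein-coding loci, 8 are between 2172 and 2313 bp long, among them 4 cluster 3 genes. The mean FPKM of these 8 loci ranged from 7.90 to 288, so similar length did not go with similar values. CMG221C, chosen after its values were seen, spans 1350 to 5297 on chromosome 7 and had an FPKM of 220, 117 and 113 in libraries 1, 2 and 3, close to the 216, 106 and 107 of CMH001C at 1349 to 4909 on chromosome 8. Copies that share reads are a candidate explanation of such near-equal values, although CMG221C overlaps a repetitive element and its values are uncertain. Among the 4 cluster 3 genes with high values, the highest mean FPKM was 1.28 times the lowest over the 3 libraries. This ratio was 1.20 in library 1, 1.76 in library 2 and 1.70 in library 3, so CMH001C is not near the other 3 genes in libraries 2 and 3. Among those 3, chosen after the values were seen, the ratio was 1.09, 1.13 and 1.07 in libraries 1, 2 and 3. Shared reads and equal expression would both give such values and cannot be told apart without the genome sequence. With library 1 left out, 4 of the 5 cluster 3 genes still exceeded the median protein-coding gene, so library 1 alone does not account for their rank.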

How the results depend on the processing

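No pairing between conditions was possible because the 3 libraries were of one condition. CmMADS and its control genes were measured in the same libraries, but their exact test did not pair the values by library. Regroupings of the samples were not possible for the same reason.

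The difference between repetitive elements and genes kept its direction and its side of the threshold under all alternatives, from -5.53 with a pseudocount of 0.1 to -2.97 among loci with a mean FPKM of at least 1. Restriction to loci of status OK removed no locus and tests nothing. The difference between genes near chromosome ends and other genes was also kept in each alternative, from -0.97 within 10 kb to -0.24 with the median over loci.

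The cluster 3 genes were not past the threshold in the test of mean log2(FPKM + 1). With the median over loci the difference rose to 1.59 and passed it (p = 0.0398 in the permutation test, against 0.308 to 0.45 under the other alternatives that used all other protein-coding genes). The median gives less weight to CMP358C, the 1 gene of the 5 with a low value. Across the 3 runs that each left out one library the difference ranged from 0.65 to 0.86. An alternative chosen after seeing the data, with only genes within 20 kb of a chromosome end for comparison, gave 1.45 (p = 0.153 in the permutation test).

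The mean FPKM of all genes fell to 88.4 without the 1% of loci with the highest FPKM, and it ranged from 113 to 126 when one library was left out.

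Pearson's r of FPKM between libraries 1 and 3 rose to 0.915 without the 1% of loci with the highest FPKM. For 2 settings chosen after seeing the data, r between libraries 1 and 2 was 0.987 among loci of at least 1000 bp and 0.984 for implied fragments of loci without overlap, and r between libraries 1 and 3 was 0.988 and 0.985. On the scale of log2(FPKM + 1), r among loci with a mean FPKM of at least 1 was 0.911, 0.906 and 0.962 for libraries 1 and 2, 1 and 3, and 2 and 3. Among loci of at least 1000 bp it was 0.980 and 0.981 for the pairs with library 1. The lower r of FPKM in the pairs with library 1 thus lay mostly in loci shorter than 1000 bp. Against the sampling noise, library 1 differed as much at longer loci. Among 2423 nuclear protein-coding loci of at least 1000 bp the index was 22.5 for libraries 1 and 2 and 21.4 for libraries 1 and 3. The number of loci that differed by more than 1.5 times between libraries 2 and 3 was 41 in place of 77 with a mean FPKM of at least 10, where fewer loci are compared.

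CmMADS was lower than both control genes under every alternative, with log2 differences from -4.68 to -4.46 from CmEIF4A and from -5.64 to -5.16 from Cm60S across the 3 runs that each left out one library. The FPKM of 17 named loci was recalculated under 5 alternatives. For loci outside the ChIP-PCR and cluster 3 genes, these alternatives were chosen after seeing the data, as was the mean of the 3 libraries for each locus. The median scaling moved 2 of the 17 loci by more than 1 SD. A run without one library cannot be set against the SD of 2 samples, and was taken as moved where the value changed by more than 1.5 times. This was so for 4 of the 17 loci without library 1: CMT447C rose from 7525 to 12550, CMT030C from 6447 to 11126 and CMC191C from 5166 to 9230, and CMH001C fell from 161 to 106. Counting libraries 2 and 3 as 1, an alternative chosen after seeing the data, changed no direction and no side of a threshold in the 3 comparisons of classes of loci.

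The tests of the protein splicing entries and the gene ontology entries of Supplementary Table S3 had been foreseen before the data were examined and were not run, because no table that pairs UniProt names with loci was used. Depth limits the low values: of 264 repetitive elements without overlap, 167 had more than 3 implied fragments in every library, so the order among the lowest elements is not resolved.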

Differences from the paper's values

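The paper's Pearson r between libraries, over bins of 0.2 kb, is about 1.0 for each pair in Supplementary Figure S4, read by eye. Over loci, Pearson's r of FPKM was 0.826 for libraries 1 and 2, 0.796 for libraries 1 and 3, and 0.957 for libraries 2 and 3. None of the alternatives set before the data were examined reached 1.000. With a mean FPKM of at least 1, without the 1% of loci with the highest FPKM, and on the log2 scale with a pseudocount of 0.1, r was between 0.794 and 0.977. On the scale of log2(FPKM + 1), r without the same 1% of loci was highest for libraries 2 and 3, at 0.984. The paper's figure is on a scale of fragments. On the scale of implied fragments, over the 4955 loci that overlap no other and chosen after seeing the values, r was 0.984, 0.985 and 1.000. All 3 are near the paper's value as read by eye, and the pair of libraries 2 and 3 is the nearest. Among loci of at least 1000 bp, also chosen after seeing the values, r of FPKM was 0.987, 0.988 and 1.000, and again that pair was the nearest. The axes of the same figure, read by eye, reach similar numbers of fragments in the 3 libraries, while the confidence limits imply 1.30e+07 fragments in library 1, 2.88e+06 in library 2 and 2.98e+06 in library 3 at these loci without overlap, and the difference is unresolved.

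The paper states that the Hedgehog loci of cluster 3 were moderately repressed. It draws this from the expression of its clusters, so the ranks of single genes given here are an unlike measure. Of the 5 genes it lists, 4 had an FPKM above the median protein-coding gene in each library, with percentiles from 81.5 to 86.3 by the mean of the 3 libraries, and CMP358C was at percentile 7.51. The mean of the 5 was 157 against 112 for all protein-coding genes in library 1, and 129 against 143 without library 1. Reads divided between similar copies could affect these values.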

Other observations

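The tests in this part of libraries 2 and 3, of locus length and of repeated sequence were chosen after the results were seen. The tests of longer genes near chromosome ends and of genes matched on FPKM were chosen before their own results were seen. The test of longer genes had not been foreseen before the data were examined.

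Libraries 2 and 3 are labelled as separate biological replicates. Their sampling-noise index was 0.272 over 4381 loci that overlap no other locus, where independent sequencing gives 1 or more, so independent libraries at the implied depth are excluded. Confidence limits that are too wide would lower the index as well. In that case the implied fragments would be whole numbers only by chance, at 10% of loci. They were whole at 72.6% of the loci without overlap that had fewer than 50 fragments in libraries 2 and 3, and the index over the 318 such loci with whole numbers in both was 0.291. At 31.4% of these 318 loci the number was equal in libraries 2 and 3, against a mean of 14.6% and a maximum of 21.3% in 1000 simulations of independent libraries. These values are consistent with fragments shared between the libraries. How this came about was not tested, and no biological explanation was tested.

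Library 1 gave lower FPKM than libraries 2 and 3 at short loci. If only the length term of the FPKM differed, the ratio of implied fragments would not change with length. The ratio of library 1 to the mean of libraries 2 and 3 was 3.66 at 627 gene loci under 600 bp and 4.75 at 919 loci of at least 2000 bp, all without overlap, so that the ratio at short loci was 0.770 times that at long loci (95% bootstrap interval 0.752 to 0.797). The length term alone is excluded by this. The upper bound of 0.797 lies under 1, which is consistent with fewer fragments of short loci in library 1 as part of the difference. A difference between library preparations may be involved, but no batch is given for the libraries. Of the 5 loci with the highest mean FPKM, CMT447C (225 bp) had an FPKM of 2501 in library 1 and 12703 in library 2, CMT030C (186 bp) 1767 and 11071, and CMC191C (135 bp) 1102 and 8876. CMN234C (666 bp) had an FPKM of 7952 and 8755, and CMQ142C (642 bp) of 6445 and 9102. The value of the shortest locus rests on few fragments. CMC191C had 41.3, 79.1 and 86.6 implied fragments in libraries 1, 2 and 3, and CMN234C had 110980, 24823 and 25797.

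The paper reports H3K27me3 at chromosome ends and does not compare the expression of genes near the ends with that of other genes. The 183 nuclear protein-coding genes within 20 kb of an end had a mean log2(FPKM + 1) that differed by -0.74 from that of the other 4620 genes (p = 1e-05 in the permutation test over loci, the smallest it can give; adjusted over 3 comparisons, 1.5e-05). The difference was -0.62 in library 1, -0.81 in library 2 and -0.81 in library 3. Shorter genes near the ends are argued against as the cause. Near an end 131 of the 183 genes were at least 1000 bp long, against 2975 of the other 4620. Among these longer genes the difference was -0.66 (p = 2e-05 in the permutation test). Over all 183 genes, the difference with the median over loci was -0.24, so a small group of very low genes carries part of the difference. Of the 183 genes, 18 had a mean FPKM under 1, against 13 of 345 genes at 20 to 50 kb and 151 of 4275 beyond 50 kb. Among genes with a mean FPKM of at least 1, 165 of them near an end, the difference was still -0.41 (p = 0.0005 in the permutation test). At the 18 low genes, reads divided between copies of gene families cannot be told apart from low expression without the genome sequence. A relation to H3K27me3 was not tested, because peaks were not analysed here.

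Library 1 gave higher values near the ends. Over 118 genes within 20 kb that were at least 1000 bp long and had an FPKM above 1 in every library, the median log2 ratio of library 1 to the mean of libraries 2 and 3 was 0.25, against 0.01 over 2879 other genes (difference 0.24, p = 1e-05 in a permutation test of the medians over loci). It was higher in library 1 for 87 of the 118 genes. Genes were not matched on chromosome, and on chromosomes 1 to 8 library 1 was also higher at many genes farther than 20 kb from an end. For CMH127C on chromosome 8 library 1 gave 155 and library 2 130. On chromosome 9 many such genes were not higher, and CMI014C had 60.0 and 69.5. A difference between chromosomes therefore cannot be told apart here from a difference of position, because genes were not compared within chromosomes. Low expression near the ends is argued against as the whole cause, since the difference from other genes matched on FPKM was 0.22 (95% bootstrap interval 0.14 to 0.29). A different treatment of reads from repeated sequence remains open: the median log2 ratio of 135 repetitive elements was -0.042, but 59 of them were higher in library 1 and the others lower or equal, so the median decides little. A difference in expression between the cultures may also be involved and was not tested.

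CmMADS, CmEIF4A and Cm60S are the genes that the paper used for ChIP-PCR. Their expression was read in the RNA-seq libraries. CmMADS (CMA095C, chromosome 1 from 296064 to 297599) had an FPKM of 14.9 ± 2.52 (SD, n = 2), at percentile 10.5 of protein-coding genes, and is uncertain because it overlaps the locus CMA096Z over 579 bp. CmEIF4A (CMK028C, chromosome 11 from 73055 to 74305) had an FPKM of 353 ± 11.4 (SD, n = 2), and Cm60S (CMS262C, chromosome 19 from 662602 to 663258) of 583 ± 165 (SD, n = 2). Over the 3 libraries, the log2(FPKM + 1) of CmMADS differed by -4.55 from that of CmEIF4A and by -5.33 from that of Cm60S. The direction was the same in 3 of 3 libraries. With libraries 2 and 3 counted as 1, the differences were -4.49 and -5.18. The exact two-sided permutation test over libraries gave p = 0.1 for each control gene, the smallest p that 3 against 3 libraries allow, and with libraries 2 and 3 counted as 1 it cannot go below 0.333.

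The PRC2 genes of the paper were expressed at middle levels. CmE(z) (CMQ156C) had an FPKM of 78.6 ± 4.76 (SD, n = 2), CmESC (CMK173C) of 53.3 ± 1.71 (SD, n = 2) and CmSu(z)12 (CML082C) of 98.1 ± 0.811 (SD, n = 2), at percentiles 64.0, 45.9 and 72.0 of the protein-coding genes. CMR153C, which the paper aligned with a plant homeobox gene in Supplementary Figure S1, had an FPKM of 33.7 ± 5.75 (SD, n = 2), at percentile 27.7.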
